# Stage and Gene Specific Signatures Defined by Histones H3K4me2 and H3K27me3 Accompany Mammalian Retina Maturation In Vivo

**DOI:** 10.1371/journal.pone.0046867

**Published:** 2012-10-09

**Authors:** Evgenya Y. Popova, Xuming Xu, Andrew T. DeWan, Anna C. Salzberg, Arthur Berg, Josephine Hoh, Samuel S. Zhang, Colin J. Barnstable

## Abstract

The epigenetic contribution to neurogenesis is largely unknown. There is, however, growing evidence that posttranslational modification of histones is a dynamic process that shows many correlations with gene expression. Here we have followed the genome-wide distribution of two important histone H3 modifications, H3K4me2 and H3K27me3 during late mouse retina development. The retina provides an ideal model for these studies because of its well-characterized structure and development and also the extensive studies of the retinal transcriptome and its development. We found that a group of genes expressed only in mature rod photoreceptors have a unique signature consisting of de-novo accumulation of H3K4me2, both at the transcription start site (TSS) and over the whole gene, that correlates with the increase in transcription, but no accumulation of H3K27me3 at any stage. By *in silico* analysis of this unique signature we have identified a larger group of genes that may be selectively expressed in mature rod photoreceptors. We also found that the distribution of H3K4me2 and H3K27me3 on the genes widely expressed is not always associated with their transcriptional levels. Different histone signatures for retinal genes with the same gene expression pattern suggest the diversities of epigenetic regulation. Genes without H3K4me2 and H3K27me3 accumulation at any stage represent a large group of transcripts never expressed in retina. The epigenetic signatures defined by H3K4me2 and H3K27me3 can distinguish cell-type specific genes from widespread transcripts and may be reflective of cell specificity during retina maturation. In addition to the developmental patterns seen in wild type retina, the dramatic changes of histone modification in the retinas of mutant animals lacking rod photoreceptors provide a tool to study the epigenetic changes in other cell types and thus describe a broad range of epigenetic events in a solid tissue *in vivo*.

## Introduction

Histone modifications are sensitive indicators, and possibly predictors, of gene expression, but the complexity of the epigenetic code is far from understood [1], [2], [3], [4]. Methylations of various lysine residues of histone H3 have been correlated with gene activation and with gene repression [5], [6], [7], [8], [9], [10], but the interplay between the modifications and gene expression during development is not clear, particularly in solid tissues [11]. In human T cells all three states of methylation at lysine 4 (K4) were positively correlated with transcription levels and served as marks of active genes [5]. Trimethylation of lysine 27 (H3K27me3) on the other hand was a mark of inactive genes [5]. In ES cells many genes have promoters with both K4 methylation and K27 methylation [12], [13]. Since fewer such bivalent promoters are found in differentiated cells it is thought that such bivalent domains lose one or other mark during development as selected subsets of genes become transcriptionally active or repressed. During neural development genes associated with neurogenesis and function in differentiated neurons show high levels of H3K27me3 in progenitors but this mark is lost in a lineage-specific manner upon gene activation [14].

The retina begins as an early compartment of the forebrain and has frequently served as a model of CNS development [15], [16], [17], [18], [19]. Retinal cell types are formed in a characteristic sequence from E12 to PN5 with ganglion cells, amacrine cells and horizontal cells among the early formed types and rod photoreceptors and bipolar cells formed predominantly during the later postnatal period. Several studies have described the retinal transcriptome, and the full developmental expression of over 7,600 UniGenes has been described [20], [21]. A variety of methods have been employed to refine these analyses and provide the beginnings of cell type transcriptomes [22], [23], [24], [25], [26], [27], [28], [29].

In the present study we have used ChIP-seq to map the distribution of two important histone H3 modifications, dimethylation of lysine 4 (H3K4me2) and trimethylation of lysine 27 (H3K27me3), over the whole genome at multiple time points during late mouse retina development. We have merged these data with previous expression profiles and shown that there is not a simple correlation between gene expression and epigenetic marks. A major conclusion of this study is that the epigenetic signatures defined by H3K4me2 and H3K27me3 during development can distinguish cell-type specific genes from genes with different cell type and cell lineage patterns of expression.

## Results

### Dynamic Profiles of H3K4me2 and H3K27me3 During Retina Organogenesis

To determine the gross developmental changes in level and distribution of H3K4me2 and H3K27me3 we labeled a tissue array containing mouse eyes from ages E17.5 (embryonic day) to PN28 (postnatal day). At low power H3K4me2 (Figure 1A, upper panels) was initially distributed throughout the retina and from PN4 onwards showed stronger staining in cells of the ganglion cell layer (GCL) and the inner part of the inner nuclear layer (INL) with multiple intense foci in each nucleus. The mature outer nuclear layer (ONL), consisting almost entirely of rod phtoreceptor nuclei, showed much weaker staining, however a higher magnification view detected a thin ring of fluorescence just beneath the nuclear membrane (Figure 1B). H3K27me3 staining appeared later than H3K4me2 and had a more uniform distribution across the nuclei of the inner retina (Figure 1A, lower panels). In the mature ONL H3K27me3 was also only detectable at high magnification where it appeared as a diffuse ring with many speckles (Figure 1C). Measurement of the fluorescence intensities across the equators of adult rod photoreceptor nuclei confirmed that H3K4me2 was almost exclusively in the thin rim of euchromatin on the nuclear periphery (Figure 1D, red). H3K27me3 fluorescence was less intense and its distribution was broader across the nucleus with increased staining in the apocentromeric zone (Figure 1D, green) as previously described [30], [31], [32]. When adult retinal sections were labeled with an antibody against Crx, a major rod photoreceptor transcription factor, the pattern of labeling was identical to that seen for H3K4me2 (Figure 1E&G). Negative controls showed no labeling (Figure 1F). In the retinal ganglion cell layer H3K4me2 (Figure 1H) and H3K27me3 (Figure 1I) each gave two distinct patterns of nuclear labeling that may reflect the two major cell types in this layer, ganglion cells and displaced amacrine cells.These patterns are very different from those seen in the mature rods and may reflect the different organization of heterochromatin and euchromatin in these cells. These histological results suggest dynamic patterns of histone modifications that correlate with retinal cell types during differentiation.

**Figure 1:**
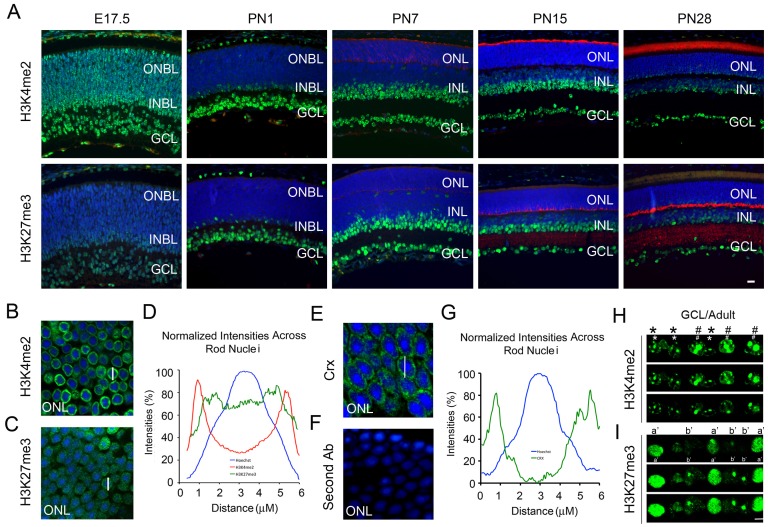
Changes in histone modifications during retina maturation. (**A**) Immunofluorescence microscopic images of sagittal sections of developmental mouse retina tissue array stained with anti-H3K4me2 (**A**, green, upper panels) and anti-Rhodopsin (**A**, red, upper panels), anti-H3K27me3 (**A**, green, lower panels) and anti-SVP38 (**A**, red, lower panels), and counterstained with Hoechst in cell nuclei (**A,** blue). ONBL, outer neuroblast layer; INBL, inner neuroblast layer; GCL, ganglion cell layer; ONL, outer nuclear layer; INL, inner nuclear layer. Scale bar represents 25 µm. (**B**) H3K4me2 labeling with high magnification for ONL from adult retina (Scale bar = 6 µm). (**C**) H3K27me3 labeling with high magnification for ONL from adult retina (Scale bar = 6 µm). (**D**) Averaged and normalized intensity profiles for fluorescence of each specific antibody or Hoechst staining across the nuclear centers (e.g. white bars in **B** and **C**) of rod photoreceptor nuclei (n = 5). (**E**) Adult retina outer nuclear layer labeled with an antibody recognizing Crx. (**F**) Control labeling of adult ONL showing lack of staining with secondary antibody alone. (**G**) Averaged and normalized intensity profile for Crx labeling (green) and Hoechst (blue) across rod nuclear centers (bar in **E**). (**H, I**) Confocal images with high magnification for RGCL from adult retina (Scale bar = 15 µm). Cells marked * or # show distinct cellular distribution with H3K4me2 antibody (**H**, green) and a′ or b′ show distinct cellular distribution with H3K27me3 antibody (**I**, green).

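Retinas of wild type C57BL/6j mice were collected at E17.5, PN1, PN7 and PN15, and chromatin was immunoprecipitated with antibodies against H3K4me2, a histone modification found at active and poised promoters, or H3K27me3, a modification found at repressed genes. The recovered DNA was sequenced (ChIP-Seq). The paper describes 20 retinas for the isolation of nuclei, and the deposited series has 1 library for each of the 4 stages and 2 marks. None of the differences between stages thus has a replicate to be compared with. The sample labels write the embryonic stage as E17 and name the rd1/rd1 strain for every library. The paper gives E17.5 and wild type mice, and was followed for both. The labels also give the antibody catalogue numbers of the 2 marks the other way round from the paper. The mark of each library was taken from its title, and which numbers are right was not resolved. Reads were mapped by the authors with Bowtie 0.12.4 to the mouse genome (mm9), reads with several positions were removed, and read midpoints were assigned with an assumed fragment of 190 bp.
The deposited table gives, for each RefSeq entry, the reads within 2.5 kb of the transcription start site (TSS) normalized by the authors to the total mapped reads of the library and rounded to whole numbers. It holds 25152 entries of 20045 gene symbols. The total reads are not in the table, but within each library the unrounded values of Table S1 are whole multiples of a fixed step, which was taken as the value of 1 read. For H3K4me2 the step was 0.536 at E17.5, 0.946 at PN1, 0.0595 at PN7 and 1.00 at PN15. For H3K27me3 it was 1.00 at E17.5, 0.820 at PN1, 0.313 at PN7 and 0.873 at PN15. A normalized occupancy of 1 thus stood for 16.8 reads in the H3K4me2 library of PN7 and for 1 to 1.87 reads in the other H3K4me2 libraries. Counting intervals below are Poisson intervals from these read numbers and cover counting error only. An occupancy of 3 reads, set here as a floor, was 3.00 at most (H3K4me2 at PN15 and H3K27me3 at E17.5).
The libraries also differed over all genes. The median log2 change in H3K4me2 over all gene symbols, with 1 added to each value, was −0.42 from E17.5 to PN1, −0.94 from E17.5 to PN7 and 0.13 from E17.5 to PN15. For H3K27me3 the corresponding medians were 0.00, −0.15 and 0.00. These medians hide a fall at genes with high H3K27me3. All 582 symbols with a mean of E17.5 and PN15 of at least 200 were lower at PN15, with a median log2 change of −1.24. The H3K4me2 library of PN7 listed 19.5% of entries at 0, against 0.362% at E17.5, 0.509% at PN1 and 2.52% at PN15. These shares are not alike. After rounding, a 0 at PN7 can hold several reads, while 1 read is listed as 1 in the other H3K4me2 libraries.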

To explore the locations of the histone modifications in more detail we created a comprehensive genomic map using standard ChIP-Seq [33], [34]. Across all chromosomes both H3K4me2 (Figure 2A) and H3K27me3 (Figure 2B) modifications were depleted in the centromeric and telomeric regions at all developmental stages and elsewhere were localized preferentially in the gene-rich areas as exemplified by a region of chromosome 19 (Figure 2C, D). The accumulation of H3K4me2 reads in the genome were primarily localized in the area around the transcription start site (TSS), showing two sharp peaks (Figure 2E) of enrichment approximately +/−1 Kb surrounding the TSS as defined for the 25,158 genes from the NCBI RefSeq database [35], including splice variants and alternative TSS. The peaks of H3K27me3 were less pronounced and were even less distinct at PN15 than at E17.5 (Figure 2F). The occupancy by H3K4me2 or H3K27me3 in the area +/−2.5 Kb of each TSS was determined for each developmental stage and is listed in Table S1. 

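All 1991 entries of Table S1 used here, which lie on 2 chromosomes, had an entry of the same symbol in the deposited table whose 8 values lay within 0.51 of those of Table S1. The TSS of 1959 of these entries were compared with the annotation of the same genome build, and the median distance was 7 bp, with 74.4% within 100 bp and 89.6% within 2.5 kb. The median normalized occupancy of H3K4me2 over all entries was 42 at E17.5, 28 at PN1, 24 at PN7 and 43 at PN15, with a highest value of 285 at PN7. The median of H3K27me3 was 10 at E17.5, 10 at PN1, 9 at PN7 and 10 at PN15, while its highest values were 809, 1125, 766 and 416 at these stages. Summed over all entries, H3K27me3 occupancy at E17.5 was 1.45 times that at PN15, and H3K4me2 occupancy was 0.862 times that at PN15. For the 3223 symbols with several entries, the entry with the largest sum over the 8 libraries represents the gene.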

A small set of genes from this large collection was used for confirmation by ChIP-qPCR analysis (Figure S1) and the results perfectly matched those of the ChIP-Seq experiments.

**Figure 2:**
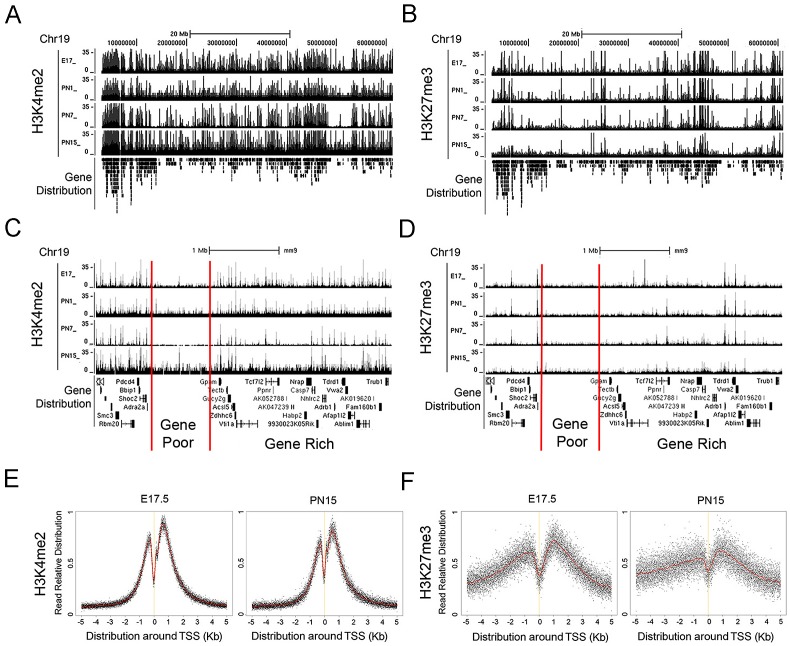
Histone modifications show an association with genes and their TSS. (**A–B**) Histone H3K4me2 (**A**) and H3K27me3 (**B**) modification patterns at part of chromosome 19. Peaks of normalized sequenced tags from ChIP-Seq analysis of mouse retina at 4 developmental stages (E17, PN1, PN7, and PN15) were mapped to mouse genome (see Text S1). Scale bar represents 20 Mb. (**C–D**) High-resolution view of the part of chromosome 19 patterns shown in (**A**) and (**B**) with gene poor or rich regions. Scale bar represents 1 Mb. Y-axis in **A–D** represents the number of reads in a 100 bp interval. (**E–F**) Normalized tag counts of histone modifications by H3K4me2 (**E**) and H3K27me3 (**F**) for all NCBI RefSeq genes around TSS (+/−5 Kb) at E17.5 and PN15. Red lines are average tag counts around TSS.Y-axis in **E** and **F** represents the number of reads in a 100 bp interval.

### One Fifth of All Genes have No H3K4me2 and H3K27me3 Accumulation in Retina

We next investigated specific classes of genes to determine whether there was any correlation of their expression pattern with epigenetic signature. First we studied genes expressed in other tissues or cells, but not retina, such as erythrocyte specific hemoglobin (Hbb-b1), the cytokine gene IL4, and the olfactory receptor gene Olfr631, and they showed no H3K4me2 or H3K27me3 occupancy at any developmental stage (Figure 3A). 

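Hbb-b1, a hemoglobin gene on chromosome 7 of mm9 (110975048 to 110976610, minus strand), had H3K4me2 occupancies of 4, 5, 0 and 4 at E17.5, PN1, PN7 and PN15 and H3K27me3 occupancies of 11, 8, 6 and 10. Its 95% counting interval for H3K27me3 was 5.49 to 19.7 at E17.5 and 4.79 to 17.2 at PN15. Olfr631, on the same chromosome (111063576 to 111078425, plus strand), had 4, 3, 0 and 2 for H3K4me2 and 11, 8, 6 and 11 for H3K27me3. Il4 on chromosome 11 (53416484 to 53432171, minus strand) had 3, 2, 1 and 2 for H3K4me2. Its H3K27me3 values were 12, 18, 10 and 12, with a counting interval of 6.20 to 21.0 at E17.5. The mean anti-GFP value that the authors report is 9.12. It lies inside the intervals given here for Hbb-b1 at E17.5 and PN15 and for Il4 at E17.5, where H3K27me3 above the background was not detectable at this depth. The interval of Il4 at PN1, 11.3 to 27.3, lies above it. The Euclidean length of the 8 values was 19.4 for Hbb-b1, 19.3 for Olfr631 and 27.0 for Il4, and that of the 4 H3K27me3 values was 17.9, 18.5 and 26.7.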

To explore this in more detail we took all genes listed in RefSeq (Table S1) and used Euclidean raw distances to identify genes lacking both H3K4me2 and H3K27me3 around the TSS. 

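The Euclidean length of the 8 normalized occupancies of each entry was compared with the cutoff of 25.80 that the authors derived from the mean anti-GFP value. Of the deposited entries, 4526 (18.0%) had a length at or below the cutoff, and 405 entries lay within 1 of it. The median length over all entries was 102. Among the entries at or below the cutoff, the length over the 4 H3K4me2 values had a median of 6.403 and the length over the 4 H3K27me3 values a median of 15.1. The count moved most when each of the 8 values had to be at or below the 99th percentile of the anti-GFP values in Table S1 (35.2), which gave 7945 entries (31.6%). With 1 entry per gene symbol the share was 18.3%, from 3662 symbols. All 1990 entries of Table S2 used here were among those at or below the cutoff.

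**Figure D1:**
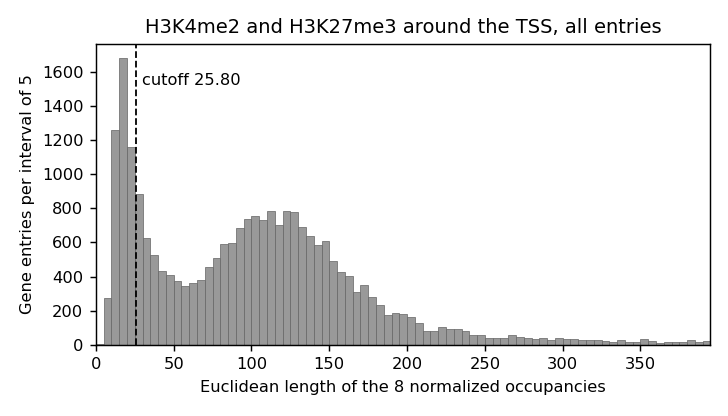
Number of gene entries (y axis) by the Euclidean length of the 8 normalized occupancies (x axis, intervals of 5). The dashed line marks the authors' cutoff, with the 4526 entries without either mark to its left.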

The analysis identified 4,527 genes (18%) of 25,158 total RefSeq genes that had no H3K4me2 or H3K27me3 accumulation above the background value determined from anti-GFP controls (Figure 3B). 

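Gene families were read from the symbols of the deposited table. The 95% intervals are Wilson intervals over entries. Of 1050 olfactory receptor entries, 847 (80.7%, 78.2% to 82.9%) had neither mark by this rule. The share was 92.6% of 350 vomeronasal receptor entries (89.3% to 94.9%) and 81.1% of 37 taste receptor entries (65.8% to 90.5%). Of 57 defensin entries 44 (77.2%, 64.8% to 86.2%) and of 41 killer cell lectin-like receptor entries 38 (92.7%, 80.6% to 97.48%) had neither mark. Of 37 interleukin entries 14 (37.8%, 24.1% to 53.9%) had neither mark.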

Within this cluster were sets of genes encoding olfactory receptors, vomeronasal receptors, and taste receptors as well as interleukins, defensins, and lectin receptors (Figure 3C). These, and most of the other genes in the overall cluster, are tissue or cell specific in tissues other than retina (Table S2). For a more detailed analysis, we examined all 1,003 known olfactory receptor genes [36]. 

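The deposited table holds 995 of the olfactory receptor symbols of Table S3. For a single mark the length over its 4 values was compared with 18.24, the mean anti-GFP value scaled to 4 values in the way the authors scaled it to 8. By this threshold 994 of the receptors (99.9%, 99.4% to 100%) had no H3K4me2. The exception, Olfr1033, which was picked out after its values were seen, had H3K4me2 occupancies of 11, 13, 3 and 10 at the 4 stages. For H3K27me3, 637 receptors (64.02%, 61.0% to 66.9%) were at or below the threshold. This share moved most with the rule that every value be at or below the 99th percentile of anti-GFP, which gave 96.8%. The median H3K27me3 of the receptors was 7 at E17.5, 7 at PN1, 6 at PN7 and 10 at PN15, and the share of receptors at or below the mean anti-GFP value in a single library ranged from 40.0% at PN15 to 77.7% at PN7. The largest H3K27me3 lengths were 134 for Olfr1416, 132 for Olfr63 and 124 for Olfr12, which were also named after their values were seen.

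**Figure D2:**
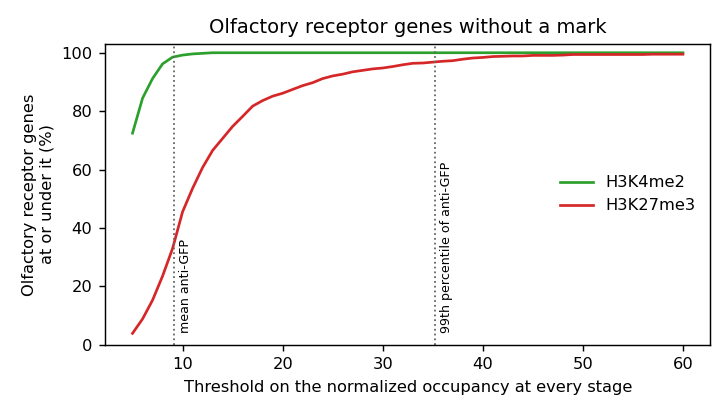
Percent of the 995 olfactory receptor genes at or under a threshold at every stage (y axis) against that threshold in normalized occupancy (x axis), for H3K4me2 (green) and H3K27me3 (red), with dotted lines at the mean and the 99th percentile of the anti-GFP values. H3K4me2 reaches 100% at a threshold of 13, and H3K27me3 rises from 45.5% at 10 to 94.8% at 30.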

None of them showed any H3K4me2 accumulation and 94% had no H3K27me3 accumulation at any of the four developmental points (Table S3). These findings support our conclusion that both H3K4me2 and H3K27me3 are absent around the TSS of genes that are not expressed during maturation of retina and suggest that H3K27me3 modification is not an obligatory inhibitory mechanism for genes in terminally differentiated cells.

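With the single-mark threshold applied to each mark, 3257 entries (12.9%) had neither mark, 7619 (30.3%) had H3K4me2 without H3K27me3, 4146 (16.48%) had H3K27me3 without H3K4me2 and 10130 (40.3%) had both. The threshold is set at the mean background, so an entry at background level can lie on either side of it. From the lack of both marks at genes that belong to other tissues, the paper concludes that the 2 modifications are missing at the TSS of genes that stay silent during retinal maturation, and it proposes that terminally differentiated cells do not need H3K27me3 to keep a gene inactive.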

**Figure 3:**
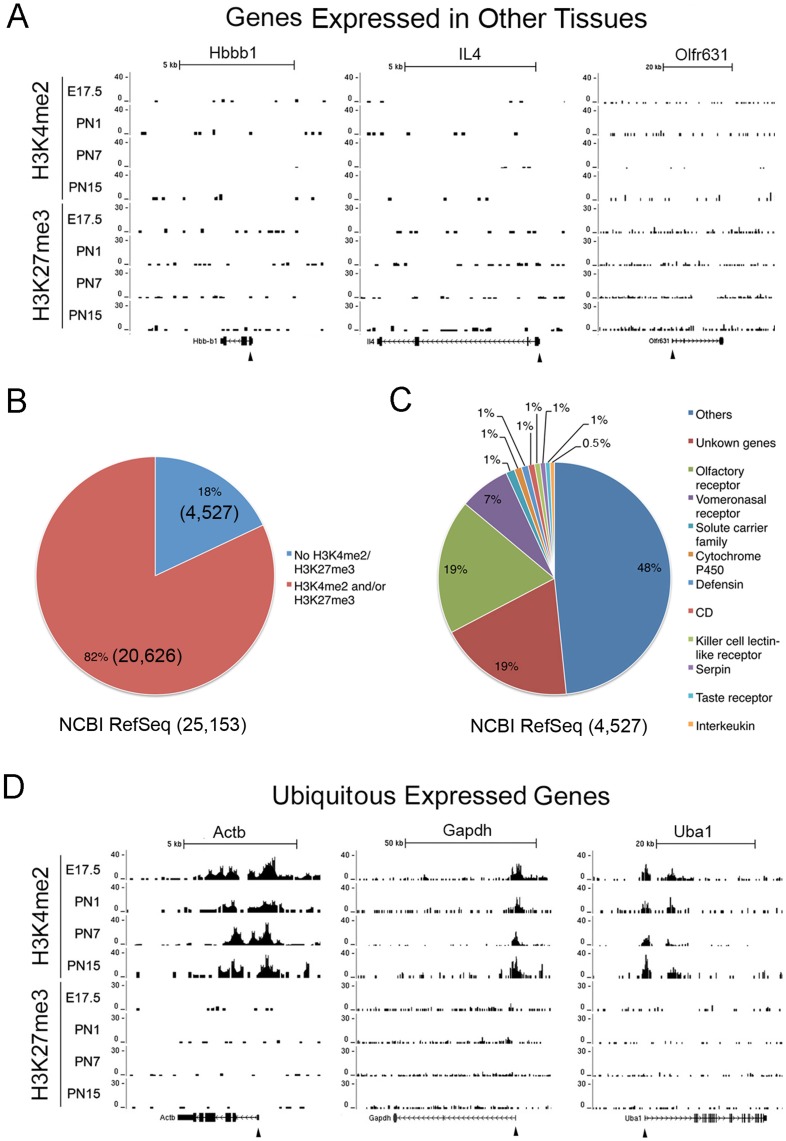
Epigenetic signatures correlate with gene expression patterns. (**A**) H3K4me2 and H3K27 accumulation in examples of genes specifically expressed in other non-retinal tissues. (**B**) Percentage of the genes lacking both H3K4me2 and H3K27me3 accumulation (18%, 4,527 genes) at TSS regions (+/−2.5 Kb) through all developmental stages from all RefSeq genes (totally 20,626 genes) tested by an analysis of Euclidean raw distances (see Text S1). (**C**) Categorizes genes (4.527 genes in **c**) lacking both H3K4me2 and H3K27me3 accumulation at TSS by their biological function and tissue specificity. Top 10 categories of genes are listed and “others” (48%) are genes with GO annotations and not listed in the pie chart; “unknown” (19%) are genes without GO annotations and not listed in the pie chart (see Table S2). (**D**) H3K4me2 and H3K27 accumulation in examples of genes ubiquitously expressed in most tissues. Y-axis represents the number of reads in a 100 bp interval.

For comparison we next examined a group of genes expressed throughout maturation in the retina as well as by many other cell types. Examples of these widely expressed genes, beta actin (Actb), glyceraldehyde-phosphate dehydrogenase (Gapdh), and ubiquitin-like modifier activating enzyme 1 (Uba1), are illustrated (Figure 3D) and show consistent occupancy by H3K4me2 but not H3K27me3 throughout retinal development.

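Actb, on chromosome 5 of mm9 (143664794 to 143668433, minus strand), had H3K4me2 occupancies of 84, 60, 59 and 68 at the 4 stages in order, with 95% counting intervals of 71.5 to 98.3 at E17.5 and 52.8 to 86.2 at PN15. Gapdh, on chromosome 6 (125111871 to 125116485, minus strand), had 106, 55, 77 and 143. Uba1, on chromosome X (20235452 to 20260305, plus strand), had 33, 26, 23 and 42. Between E17.5 and PN15 the log2 change in H3K4me2, not corrected for the shift over all genes, was −0.30 for Actb, 0.43 for Gapdh and 0.34 for Uba1. H3K27me3 ranged from 3 to 8 at Actb, from 2 to 4 at Gapdh and from 4 to 7 at Uba1. The lengths over the 4 H3K27me3 values were 12.6, 6.16 and 10.7 for Actb, Gapdh and Uba1, each under the single-mark threshold.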

### Different Histone Signatures for Retinal Genes with the Same Gene Expression Pattern

In a previous study [21] of the mouse retina transcriptome we identified a pool of 123 genes whose expression increased in parallel with the maturation of rod photoreceptors (Table S4) and a pool of 119 genes whose expression was down regulated between E16.5 and PN15 (Table S5). 

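Sag (chromosome 1 of mm9, 89700255 to 89741733, plus strand) had H3K4me2 occupancies of 9, 15, 16 and 53 at E17.5, PN1, PN7 and PN15, with 95% counting intervals of 5.30 to 14.6 at E17.5 and 39.7 to 69.3 at PN15. Abca4 (chromosome 3, 121747361 to 121882979, plus strand) rose in H3K4me2 from 36 (27.8 to 45.6) to 160 (136 to 187), while its H3K27me3 fell from 169 (144 to 196) to 37 (26.4 to 49.5). Among the down-regulated genes, Fgf15 (chromosome 7, 152082437 to 152086858, plus strand) rose in H3K27me3 from 17 (9.90 to 27.2) to 86 (70.2 to 105), and its H3K4me2 was 104 and 92. Ccnd1 (chromosome 7, 152115836 to 152125774, minus strand) rose in H3K27me3 from 71 to 126, with H3K4me2 at 118 and 120. Cdk4 (chromosome 10, 126500590 to 126504976, plus strand) had H3K27me3 of 22 and 10 and H3K4me2 of 72 and 95.
For a list of genes the median log2 change from E17.5 to PN15 was compared with the medians of 10000 random lists of the same size, matched on the mean of the 2 libraries, and the percentile among them describes these libraries without being a test between animals. Over the 123 up-regulated genes of Table S4 the median was 0.65 for H3K4me2, above all the random lists (median 0.27), and −0.49 for H3K27me3, below all of them (median −0.12). Over the 118 down-regulated genes of Table S5 in the deposited table it was −0.06 for H3K4me2, below all the random lists (median 0.25), and 0.18 for H3K27me3 (random lists −0.04, percentile 99.3). Among these 4 medians and their alternatives the largest move was that of H3K27me3 in the up-regulated genes, to −0.35 with a pseudocount of 5 in place of 1.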

Examples of histone modification patterns for these two different groups of genes are shown at Figure 4A, B. When we compared H3K4me2 occupancy in the TSS of the upregulated genes in wild type retina to *rd1/rd1* retinas that had lost rod photoreceptors [37], the *rd1/rd1* samples showed significantly lower occupancy (>2 fold, *P* = 2.31e-30), confirming that these genes are all rod dependent. By hierarchical cluster analysis [20], [21], [38] of the occupancy of H3K4me2 and H3K27me3 around the TSS during development, these upregulated genes fell into 4 distinct clusters (Figure 4C) and the downregulated genes fell into three clusters, although over 80% fell into a single cluster (Figure 4D).

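The genes of Table S4 and Table S5 were clustered again by average linkage, the method that the authors name, on Euclidean distances of the 8 normalized occupancies. The paper names no distance for these clusters, and the Euclidean distance was chosen here. The adjusted Rand index, which is 1 for identical groupings and 0 for unrelated ones, measured the overlap with the paper's clusters. It was 0.328 for the up-regulated genes (bootstrap 95% interval over genes, 0.213 to 0.451) and 0.256 for the down-regulated genes (0.0443 to 0.466). The largest of the 4 clusters of up-regulated genes held 107 genes, among them all 23 genes of C3, all 74 of C4 and 10 of C2. The largest of the 3 clusters of down-regulated genes held 114 of the 118 genes (96.6%). The uncentred correlation in place of the Euclidean distance moved both indices most, to 0.518 and 0.918, with 94 and 100 (84.7%) genes in the largest clusters.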

**Figure 4:**
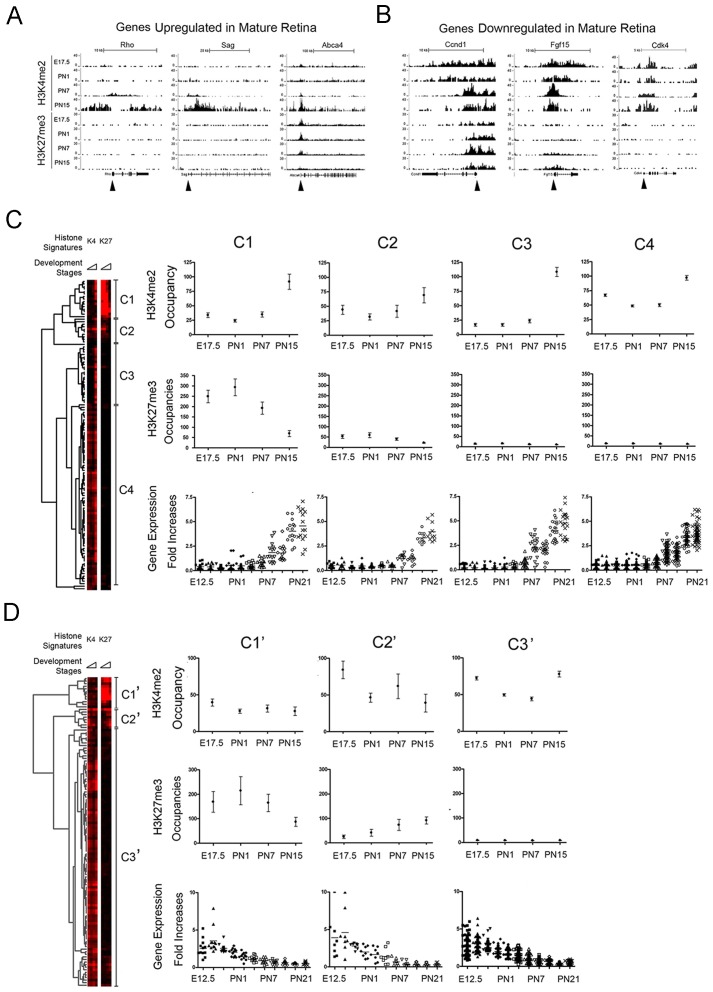
Genes with the same expression patterns show different histone signatures in retina. (**A**) H3K4me2 and H3K27 accumulation in examples of genes up-regulated during retina maturation. (**B**) H3K4me2 and H3K27 accumulation in examples of genes down-regulated during retina maturation. Closed arrowheads show TSS of each gene (see Text S1 and Tables S4 &S5). (**C**) Cluster analysis of H3K4me2 and H3K27me3 occupancy around TSS (+/−2.5 Kb) at all developmental stages for the genes upregulated in mature retina. Tree-view shows 4 clusters (C1–C4) with distinct epigenetic patterns for H3K4me2 (upper panel) and H3K27me3 (middle panel) but with same expression patterns (lower panel). (**D**) Same analysis as in (**C**) for the genes downregulated in mature retina. Cluster analysis of H3K4me2 and Tree-view shows 3 clusters (C1′–C3′) with distinct epigenetic patterns for H3K4me2 (upper panel) and H3K27me3 (middle panel) but with same expression patterns (lower panel). For **A** and **B** y-axis is the number of reads in a 100 bp interval. For **C** and **D**, (upper panels) y-axis is the normalized occupancy, or the number of reads for a given histone modification in an interval +/−2.5 kb around the TSS of given gene, normalized for the total number of mapped reads in given experiment.

To understand the relationship between gene expression and histone modifications in vivo, we examined the clusters of upregulated genes represented in Figure 4A, C. For genes in clusters C1 and C2 H3K4me2 accumulation matches activation of these genes during retina development and H3K27me3 accumulation is inversely proportional to gene expression. However, genes in clusters C3 and C4 have no H3K27me3 accumulation through late retinal development. 

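C1 holds 15 genes and C2 holds 11. The median H3K4me2 of C1 was 34 at E17.5, 26 at PN1, 36 at PN7 and 98 at PN15, and its median H3K27me3 was 239, 232, 157 and 49. The median log2 change from E17.5 to PN15 was 1.83 for H3K4me2, against 0.20 in matched random lists, and −1.90 for H3K27me3, against −1.01 in lists matched on H3K27me3. Both medians of C1 lay outside the range of all the random lists. In C2 the median H3K4me2 was 36, 27, 35 and 60 and the median H3K27me3 was 45, 61, 42 and 21. The change was 0.75 for H3K4me2 (random lists 0.19, percentile 99.98) and −0.78 for H3K27me3 (random lists −0.04, percentile 1.39). The clusters were defined by the authors from these same values.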

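The median H3K27me3 was 12, 12, 10 and 10 over the 23 genes of C3 and 10, 9, 8 and 7 over the 74 genes of C4 at the 4 stages. The H3K27me3 length was above the single-mark threshold in 15 genes of C3 and 34 genes of C4. Some H3K27me3 value was above the 99th percentile of anti-GFP in 2 genes of C3 and 7 of C4. Among all gene symbols these 2 rules gave 57.7% and 21.7%. The median log2 change in H3K27me3 from E17.5 to PN15 was −0.23 in C3 (percentile 10.0) and −0.32 in C4 (percentile 0.225), against 0.00 in matched lists for both.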

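The median H3K4me2 of C3 was 15 at E17.5, 15 at PN1, 24 at PN7 and 107 at PN15, with quartiles of 76.5 and 138.5 at PN15. The median of C4 was 68, 46.5, 47 and 98.5 at the same stages. From E17.5 to PN15 the median log2 change was 2.59 in C3, above all matched lists (median 0.22), and 0.42 in C4, against 0.31 in matched lists (percentile 98.4). Between PN7 and PN15, when the median over all gene symbols rose by 1.00 on the log2 scale, H3K4me2 at least doubled in 22 of the 23 genes of C3 and 39 of the 74 genes of C4.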

H3K4me2 accumulation in these two clusters showed two different patterns, a late de novo accumulation in cluster C3 from PN7 to PN15, and a consistent but lower level of accumulation at all stages in C4. 

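In the expression values of Table S4, which are the paper's, the median log2 change from E16.5 to PN15 was 3.79 in C1, 3.46 in C2, 5.67 in C3 and 3.19 in C4. Over the same clusters, the H3K4me2 change exceeded that of matched lists by 1.64 in C1, 0.56 in C2, 2.37 in C3 and 0.11 in C4 on the log2 scale. The H3K27me3 change relative to matched lists was −0.89 in C1 and −0.74 in C2.

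**Figure D3:**
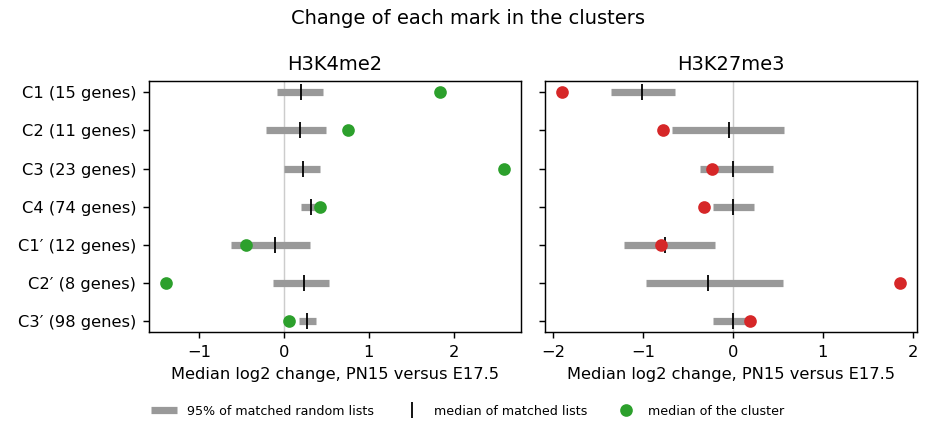
Median log2 change from E17.5 to PN15 (x axis) of H3K4me2 (left) and H3K27me3 (right) in the clusters of up-regulated (C1 to C4) and down-regulated (C1′ to C3′) genes. Points are cluster medians, black lines the median and grey bars the central 95% of 10000 matched random lists; H3K4me2 lies furthest to the right in C3 and H3K27me3 in C2′.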

We conclude that while genes may have indistinguishable expression profiles through late retina development, these profiles may be accompanied by very different patterns of H3K4me2 and H3K27me3 modifications.

A similar disconnect between histone modification patterns and expression was observed for the genes down regulated during retina development as shown in Figure 4B, D. For example,the small cluster C1′ showed a low constant level of H3K4me2 and a declining but still substantial accumulation of H3K27me3 whereas cluster C2′ showed a decreasing trend of H3K4me2 and increasing trend of H3K27me3 across the ages tested. 

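In the 12 genes of C1′ the median H3K4me2 was 40, 29, 31 and 23 at the 4 stages and the median H3K27me3 was 104, 123, 141 and 84. The median log2 change from E17.5 to PN15 was −0.44 for H3K4me2 (matched lists −0.10, percentile 9.22) and −0.80 for H3K27me3 (matched lists −0.76, percentile 42.8), so neither change lay outside the central 95% of matched lists. In the 8 genes of C2′ H3K4me2 at E17.5 ranged from 41 to 118, and its median was 46 at PN1, 56 at PN7 and 36.5 at PN15. The median H3K27me3 was 19.5, 27.5, 59 and 83.5 at the 4 stages. The change was −1.39 for H3K4me2, below all matched lists (median 0.23), and 1.86 for H3K27me3, above all matched lists (median −0.28). H3K27me3 rose in 7 of these 8 genes. The values that the paper lists for the remaining gene, Cdh2, matched those of another symbol, Cdh29. These clusters too were defined by the authors from these same values, so a place outside the matched lists was favoured in advance.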

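In the 98 genes of C3′ in the deposited table the median H3K4me2 was 72 at E17.5, 48.5 at PN1, 43 at PN7 and 67.5 at PN15. The median log2 change from E17.5 to PN15 was 0.06, against 0.27 in lists matched on H3K4me2 (percentile 0.01), and 51 genes rose while 47 fell. The median H3K27me3 was 7.50 at E17.5 and 7 at each later stage, with a change of 0.19 (matched lists 0.00, percentile 96.3). The H3K27me3 length was above the single-mark threshold in 33 genes, and 8 genes had a value above the 99th percentile of anti-GFP.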

The large group of genes in C3′ showed a maintained accumulation of H3K4me2 without any significant accumulation of H3K27me3 at any stage. Functional analysis of genes in cluster C3′ showed an enrichment of genes involved in cell proliferation (Table S6). This strongly suggests that repression of genes in the retina does not always require a decrease in H3K4me2 and increase in H3K27me3.

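Across the 239 genes of both lists with expression values, the Spearman correlation of the paper's expression change with the H3K4me2 change was 0.567, and with the H3K27me3 change −0.316. Within the down-regulated genes alone these were 0.196 and −0.285, and within the up-regulated genes 0.338 and 0.0315. These 6 correlations are across genes, which are not independent replicates. From the H3K4me2 kept by the down-regulated genes of C3′ without H3K27me3, the paper proposes that genes in the retina can be repressed without losing the former mark or gaining the latter.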

### A Unique Signature of H3K4me2 and H3K27me3 Marks Rod Photoreceptor-specific Genes

To further explore the differences among the clusters shown in Figure 4C, the functional classes of genes in each cluster were analyzed (DAVID v6.7 [39]) using Gene Ontology (GO) categories. C2 and C4 contained genes that are expressed in many cell types in retina and other tissues (Figure 5A). C1 and C3 contained genes functionally grouped into visual function or development (Figure 5A). Cluster C1 contained genes associated with neurons or the immune system, except for three genes expressed in rods as well as other cells, and shows an increase in H3K4me2 and a decrease in H3K27me3 between E17 and PN15, exemplified by Abca4 in Figure 4A. 

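H3K4me2 was higher at PN15 than at E17.5 in 12 of the 15 genes of C1, the exceptions being Gad1, Rsrc1 and Syt7, and H3K27me3 was lower in 14, the exception being Syt7 (exceptions named after their values were seen). At PN15 the H3K4me2 of C1 ranged from 23 to 162 and its H3K27me3 from 19 to 239. The H3K27me3 length of C1 had a median of 360, against 21.1 over all gene symbols. In Abca4 the log2 change was 2.12 for H3K4me2 and −2.16 for H3K27me3.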

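All 23 genes of C3 had more H3K4me2 at PN15 than at E17.5, and 18 of them had more at PN7 than at PN1, against 5978 of 20045 gene symbols. At PN7 the values ranged from 2 to 60. The H3K27me3 values of C3 ranged from 4 to 53 at E17.5 and from 3 to 23 at PN15. The H3K27me3 length of C3 had a median of 23.1. In C1 the corresponding H3K27me3 values at E17.5 ranged from 77 to 457.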

C3, on the other hand, contained a group of highly specific photoreceptor genes (Table S7) and had a unique combined signature of de-novo increase of H3K4me2 beginning at PN7 and a lack of H3K27me3 occupancy at any stage (Figure 4A, C). As shown in Figure 5A, genes with this unique epigenetic signature are significantly enriched, 44–117 fold, in the functions of visual perception, light detection, and rod development.

**Figure 5:**
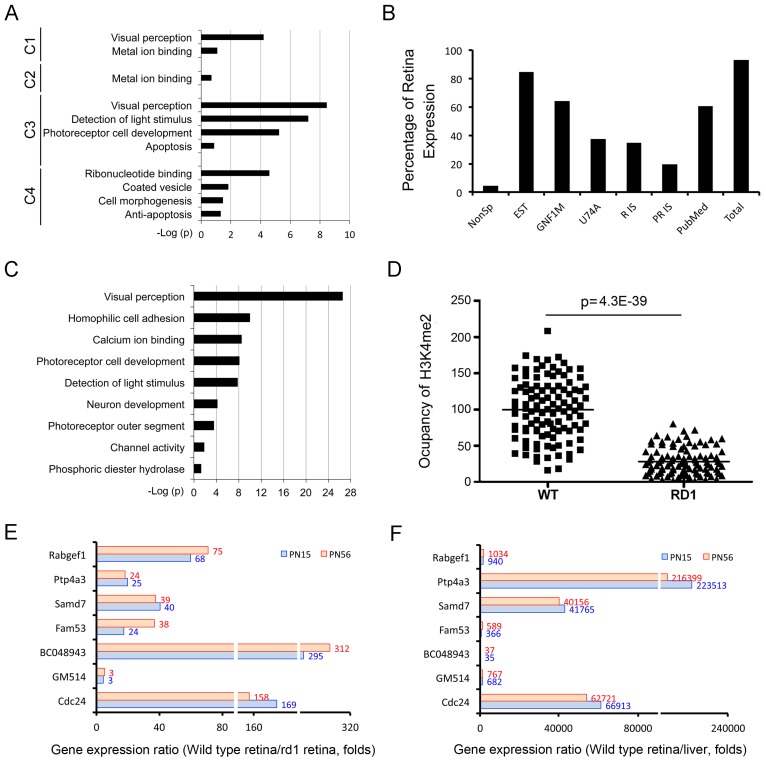
A unique signature of H3K4me2 and H3K27me3 marks rod photoreceptor-specific genes. (**A**) Functional enrichments for the gene clusters in Figure 4C identified using a web-based DAVID classification tool and GO categories (see Table S6). Cluster C3 shows very significant Benjamin P values for functions associated with photoreceptors. (**B**) The percentage of genes that have retina expression as defined in listed gene expression databases in a group of genes identified from all RefSeq genes with the same epigenetic signature as C3 in Figure 4C (see Table S8). (**C**) Functional enrichments for the genes from (**B**) using the same DAVID classification tool (see Table S9). This group of genes has a very significant Benjamin P values for functions associated with photoreceptors. (**D**) A significant reduction of H3K4me2 occupancy around TSS (+/−2.5 Kb) of the gene group from (**B**) in retinas from *rd1/rd1* mice compared to the occupancy in wild type retinas.y-axis is normalized occupancy or number of reads for a given histone modification in an interval +/−2.5 kb around the TSS of a given gene, normalized for total number of mapped reads in given experiment.t-Test for two-sample assuming equal variances was applied. P = 4.3E-39. (**E)** Ratio of gene expression levels in wild type and rd1 retinas for 7 genes identified in the unbiased cluster analysis (Table S8) at PN15 and PN56. (**F)** Ratio of gene expression levels in retina and liver for 7 genes identified in the unbiased cluster analysis (Table S8) at PN15 and PN56.

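A rule was set for the signature of C3. H3K4me2 at PN15 had to be at least 3 times the larger of E17.5 and PN1 and at least 36.48, which is 4 times the mean anti-GFP value, and the H3K27me3 length had to be at or below the single-mark threshold. The rule found 38 of the 20045 gene symbols, 35 of them in Table S8 and 7 in C3. The rule set at 2 times moved the count most, to 178 symbols, of which 37 are in Table S8. With every H3K27me3 value at or below the 99th percentile of anti-GFP in place of the length, the rule found 82 symbols, with 72 of them in Table S8. A Pearson correlation of at least 0.95 with the mean profile of C3 found 127, with 71 of them in Table S8. Of the 113 genes of Table S8, 86 met the rise, 104 the level at PN15 and 54 the H3K27me3 threshold. Their median rise was 4.54-fold, and 101 of them had no H3K27me3 value above the 99th percentile of anti-GFP. Of the 23 genes of C3, 20 are in Table S8. Of the 113 genes, 37 have several entries. The entry with the largest sum was used, which favours more of either mark and may not be the entry the paper chose. With any entry of a gene, 43 genes of Table S8 met the rule in place of 35.

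**Figure D4:**
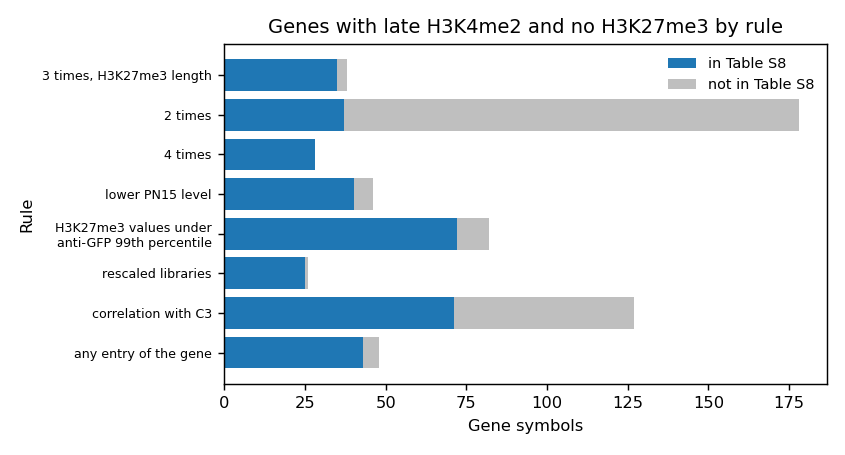
Number of gene symbols found (x axis) by each rule for late H3K4me2 without H3K27me3 (y axis), split into symbols in Table S8 (blue) and not in it (grey). The count is 38 with the rule as set and runs from 26 with rescaled libraries to 178 with a 2-fold rise.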

To test whether this signature might have predictive power we extended the cluster analysis to all 25,158 genes from RefSeq database, and identified a group of 113 genes, including almost all of C3, that showed the same late de novo increase of H3K4me2 and a complete lack of H3K27me3. Five of these genes were excluded from further analysis because they showed large amounts of non-specific signal as defined with the control anti-GFP antibody. 95% of the remaining genes showed expression in eye by a variety of methods (Figure 5B, Table S8). These included the well-characterized photoreceptor-specific genes such as Rho, Crx, Nrl, Nr2e3, as well as the mouse orthologues of recently identified photoreceptor disease related genes such as BC027072 [40], [41], Gm11744 [42]. 

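Crx (chromosome 7 of mm9, 16451296 to 16465317, minus strand) had H3K4me2 occupancies of 20, 24, 21 and 158 at the 4 stages, with counting intervals of 14.0 to 27.3 at E17.5 and 134 to 185 at PN15. Nr2e3 (chromosome 9, 59790578 to 59808466, minus strand) had 11, 15, 38 and 107. Nrl (chromosome 14, 56137815 to 56143818, minus strand) had 35, 26, 24 and 116 for H3K4me2 and 19, 25, 14 and 16 for H3K27me3. BC027072 (chromosome 17, 72092897 to 72102225, minus strand) had 10, 16, 34 and 127, and Gm11744 (chromosome 11, 116514848 to 116529703, plus strand) had 26, 28, 43 and 144. The log2 change in H3K4me2 from E17.5 to PN15 was 2.92 for Crx, 1.70 for Nrl, 3.17 for Nr2e3, 3.54 for BC027072 and 2.43 for Gm11744. The H3K27me3 length was 12.8 for Crx, 37.9 for Nrl, 18.9 for Nr2e3, 18.8 for BC027072 and 16.8 for Gm11744, so that Nrl, Nr2e3 and BC027072 lay above the single-mark threshold. At none of these genes was an H3K27me3 value above the 99th percentile of anti-GFP (35.2).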

The analysis also included genes such as Ppef2, Lrit1 and Lrit2 that have been implicated in phototransduction but whose exact function has yet to be determined. Similarly, DAVID analysis (Figure 5C) identified this group as genes with significant enrichment in photoreceptor functions (Table S9) including visual perception, light detection, rod development. 

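Ppef2 (chromosome 5 of mm9, 92656000 to 92682185, minus strand) had H3K4me2 occupancies of 23, 20, 31 and 144 at the 4 stages. Lrit1 and Lrit2 lie side by side on chromosome 14 (37868016 to 37878132 and 37881235 to 37886921, plus strand) and had 11, 13, 24 and 97 and 28, 24, 19 and 172. Counting intervals at PN15 were 121 to 170 for Ppef2, 78.7 to 118 for Lrit1 and 147 to 200 for Lrit2. H3K27me3 was between 6 and 13 at Ppef2, between 4 and 19 at Lrit1 and between 9 and 20 at Lrit2, with lengths of 19.7, 23.1 and 30.6.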

The occupancy by H3K4me3 at the gene TSS in this group is significantly reduced in *rd1/rd1* compared to wild type retina (Figure 5D), further supporting that the genes are photoreceptor specific. To provide a direct test of the expression of some of these genes we selected 7 and measured expression in wild type and *rd1/rd1* retinas by quantitative PCR (qPCR). As shown in Figure 5E, the ratios of wild type/rd1 expression were all substantial. We also measured the ratios of expression in wild type retina and liver and again found strong positive ratios (Figure 5F). Both seta of data add further confirmation of the rod specificity of these genes and support our conclusion that a specific epigenetic signature is associated with cell type-specific genes.

### Do Other Retinal Cell Type-specific Genes have Distinct Epigenetic Signatures?

The mature retina is dominated by rod photoreceptors and these cells provide the bulk of the epigenetic signals detected in our ChIP-seq experiments. A variety of studies, however, have positively identified a group of genes highly expressed in specific retinal cell types, but not rod photoreceptors (Table S10). 

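Grm6, a bipolar cell gene (chromosome 11 of mm9, 50664187 to 50679710, plus strand), had H3K27me3 occupancies of 451, 457, 293 and 121 at the 4 stages and H3K4me2 occupancies of 30, 16, 20 and 33. Tcfap2b, an amacrine cell gene (chromosome 1, 19198995 to 19228815, plus strand), had 297, 447, 402 and 221 for H3K27me3 and 54, 42, 22 and 18 for H3K4me2. The ganglion cell genes Thy1 (chromosome 9, 43851467 to 43856662, plus strand) and Pou4f2 (chromosome 8, 80956908 to 80960551, minus strand) had H3K27me3 of 263 and 365 at E17.5 and 86 and 223 at PN15. Counting intervals for H3K27me3 at PN15 were 102 to 143 for Grm6, 194 to 250 for Tcfap2b, 70.2 to 105 for Thy1 and 197 to 252 for Pou4f2. H3K4me2 at PN15 was 24 at Thy1 (15.4 to 35.7) and 20 at Pou4f2 (12.2 to 30.9).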

Examples from this group representing bipolar-, amacrine- and ganglion cell-specific genes are shown in Figure 6A. These genes show a substantial H3K27me3 accumulation from the earliest stages of development and a small but distinct accumulation of H3K4me2 around the TSS, as summarized in Figure 6 F and G. The occupancy of H3K4me2 within these cell groups was unchanged following the loss of rods in *rd1/rd1* retinas (Fig. 6H, *P*>0.05).We then combined these with a set of genes reported [29] as highly expressed in specific retinal cell types (Table S11) and used a hierarchical cluster analysis on the whole group. 

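Over the 12 genes of Table S10 the median H3K27me3 was 308 at E17.5, 434.5 at PN1, 308 at PN7 and 151 at PN15, and the median H3K4me2 was 49, 31.5, 32 and 20.5. The fall of this H3K27me3 median from E17.5 to PN15 is not particular to these genes. All 582 gene symbols with a mean of the 2 stages of at least 200 were lower at PN15 (median log2 change −1.24). The H3K27me3 length of the 12 genes had a median of 668 and was above the single-mark threshold in all of them. The H3K4me2 length had a median of 69.2 and was also above it in all 12, with a lowest value of 18.7 for Bhlhe23. At least 1 H3K4me2 value was above the 99th percentile of anti-GFP in 7 of the 12 genes. H3K4me2 was lower at PN15 than at E17.5 in 10 of the 12 genes.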

For each cell type we found that two clusters could be defined according to high or low accumulation of H3K27me3 (Figure 6B–E). 

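The genes of Table S11 were clustered for each cell type by average linkage on Euclidean distances of the 8 occupancies, with 2 clusters kept. The distance was again chosen here. The cluster with the higher H3K27me3 held 3 of 25 bipolar, 5 of 18 horizontal, 9 of 50 amacrine and 14 of 29 ganglion cell genes. In the paper's Table S11, by its own assignment, the high cluster holds 16, 10, 19 and 22 of these genes. The same assignment was given to 12 bipolar, 13 horizontal, 40 amacrine and 21 ganglion cell genes. These counts moved most when a gene was called high by an H3K27me3 length above the single-mark threshold, which gave 20, 14, 46 and 26. In the clusters as the paper assigned them, the median H3K27me3 at E17.5 was 28.0 in the high and 7 in the low cluster of bipolar cells, 160.5 and 12 of horizontal cells, 267 and 14 of amacrine cells, and 213.5 and 63 of ganglion cells.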

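In the high H3K27me3 clusters as the paper assigned them, the median H3K4me2 at E17.5 was 11.5 in bipolar, 29 in horizontal, 31 in amacrine and 38 in ganglion cell genes. At PN15 the medians were 23, 17, 21 and 23. In the low clusters the medians at PN15 were 73, 11, 40 and 33. Single genes of the high clusters ranged at PN15 from 6 to 140 in bipolar, 2 to 59 in horizontal, 4 to 105 in amacrine and 1 to 107 in ganglion cell genes.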

Within the H3K27me3 high occupancy group, these showed small but distinct accumulations of H3K4me2. Interestingly, all the genes that are positively identified as specific to a single retinal cell type fall into the cluster of high H3K27me3 occupancy (Table S11). 

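Of the 12 genes of Table S10, 11 are in Table S11, and the remaining gene, Runx1, had H3K27me3 occupancies of 301, 430, 360 and 192. When the genes of each cell type were clustered again, Grm6, Bhlhe23, Ptf1a, Isl1, Chat, Tcfap2b, Pou4f2 and Thy1 fell in the cluster with the higher H3K27me3. Dlx2 (171, 322, 266 and 203), Calb1 (50, 100, 88 and 64) and Atoh7 (97, 120, 66 and 24) fell in the other cluster. On log2 values all 11 genes fell in the cluster with the higher H3K27me3, which then held 46 of the 50 amacrine cell genes. The H3K27me3 length of the 11 genes ranged from 156 for Calb1 to 926 for Bhlhe23.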

We conclude that genes highly specific for individual non-rod photoreceptor retinal cell types have specific signatures characterized by high levels of H3K27me3 around the TSS and lower, but distinct, accumulations of H3K4me2.

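At E17.5 the H3K27me3 of the 12 genes of Table S10 lay between 50 (Calb1) and 540 (Bhlhe23), and at PN15 between 24 (Atoh7) and 223 (Pou4f2). Their H3K4me2 at PN15 lay between 13 and 33, against a median of 97 over the 113 genes of Table S8. From the high H3K27me3 and the lower H3K4me2 at these genes, the paper concludes that genes specific to a single type of non-rod retinal cell carry a signature of their own.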

**Figure 6:**
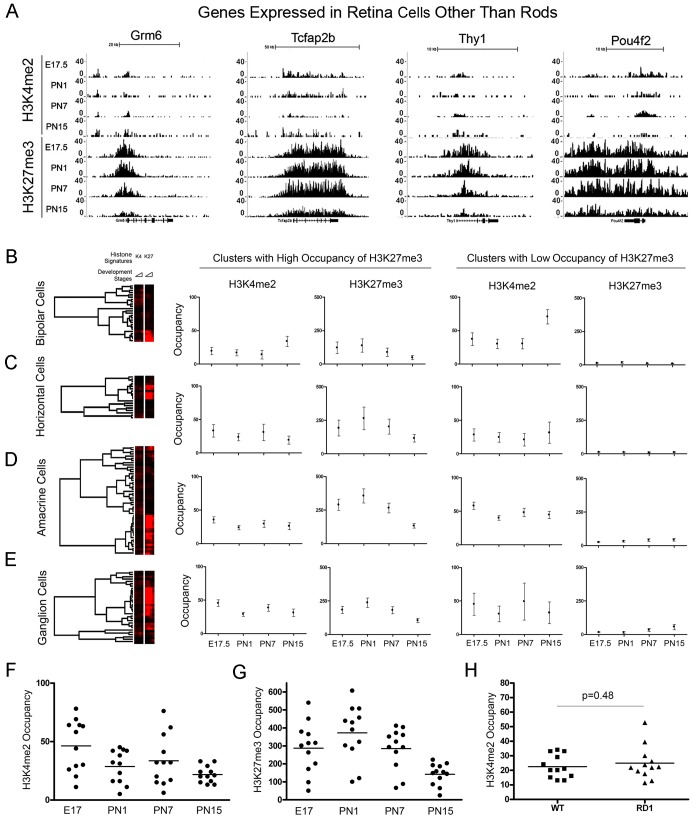
Distinct epigenetic signature for genes specifically expressed in retina but not in photoreceptors. (**A**) H3K4me2 and H3K27 accumulation in the examples of genes specifically expressed in bipolar cells - Grm6, amacrine cells – Tcfap2b; ganglion cells – Thy1 and Pou4f2. See Table S10 for details. (**B–E**) Cluster analysis of H3K4me2 and H3K27 occupancy at all developmental stages around TSS (+/−2.5 kb) for the genes highly expressed (combine Table S11) in bipolar (**B**), horizontal (**C**), amacrine (**D**), and ganglion cells (**E**). Tree-views show 2 clusters with either high (left panels) or low (right panels) H3K27me3 occupancy around TSS for each group. Dot-plot charts of H3K4me2 (**F**) and H3K27me3 (**G**) accumulation for the genes highly expressed in retina cell types other than rod photoreceptors (Table S10). (**H**) Equal H3K4me2 occupancy around TSS (+/−2.5 Kb) for the genes expressed in retina cell types other than rod photoreceptors ()in wild type and mutant*rd1/rd1* mice (P = 0.48). For (**A**) y-axis is number of reads in a 100 bp interval. For (**B** to **H**) y-axis is normalized occupancy or number of reads for given histone modification in interval +/−2.5 Kb around TSS of given gene, normalized for total number of mapped reads in given experiment.

### Gene-wide Coverage by H3K4me2 and H3K27me3 is a Landscape for Gene Activity

All the analysis above focused on the transcription start site. For a number of genes, however, we noticed developmental changes in the accumulations of H3K4me2 and H3K27me3 over the whole gene. We tested whether the occupancies of H3K4me2 or H3K27me3 normalized over the full length of the genes were similar to the occupancies in promoter regions (0 to −2.5 kb) for the clusters shown in Figure 4C (also Table S12). Of all the clusters, only the rod-specific genes showed a good correlation of H3K4me2 accumulation at the promoter and the gene body (Figure 7A, C3). All the clusters of downregulated genes (Table S13) showed significantly lower accumulation of H3K4me2 and H3K27me3 over the gene as compared with the promoter (Figure 7B). The genes expressed in specific retina cells other than rods (TableS14) display a strong correlation of H3K27me3 accumulation at promoter and gene body through development (Figure 7C, *P*<0.05 or greater). In contrast to TSS-centered profiles, occupancy over the gene body by H3K4me2 or H3K27me3 as well as their promoter might serve as specific epigenetic signatures associated with tissue or cell specific genes, suggesting a role in maintenance of the active or repressive state at the end of differentiation.

**Figure 7:**
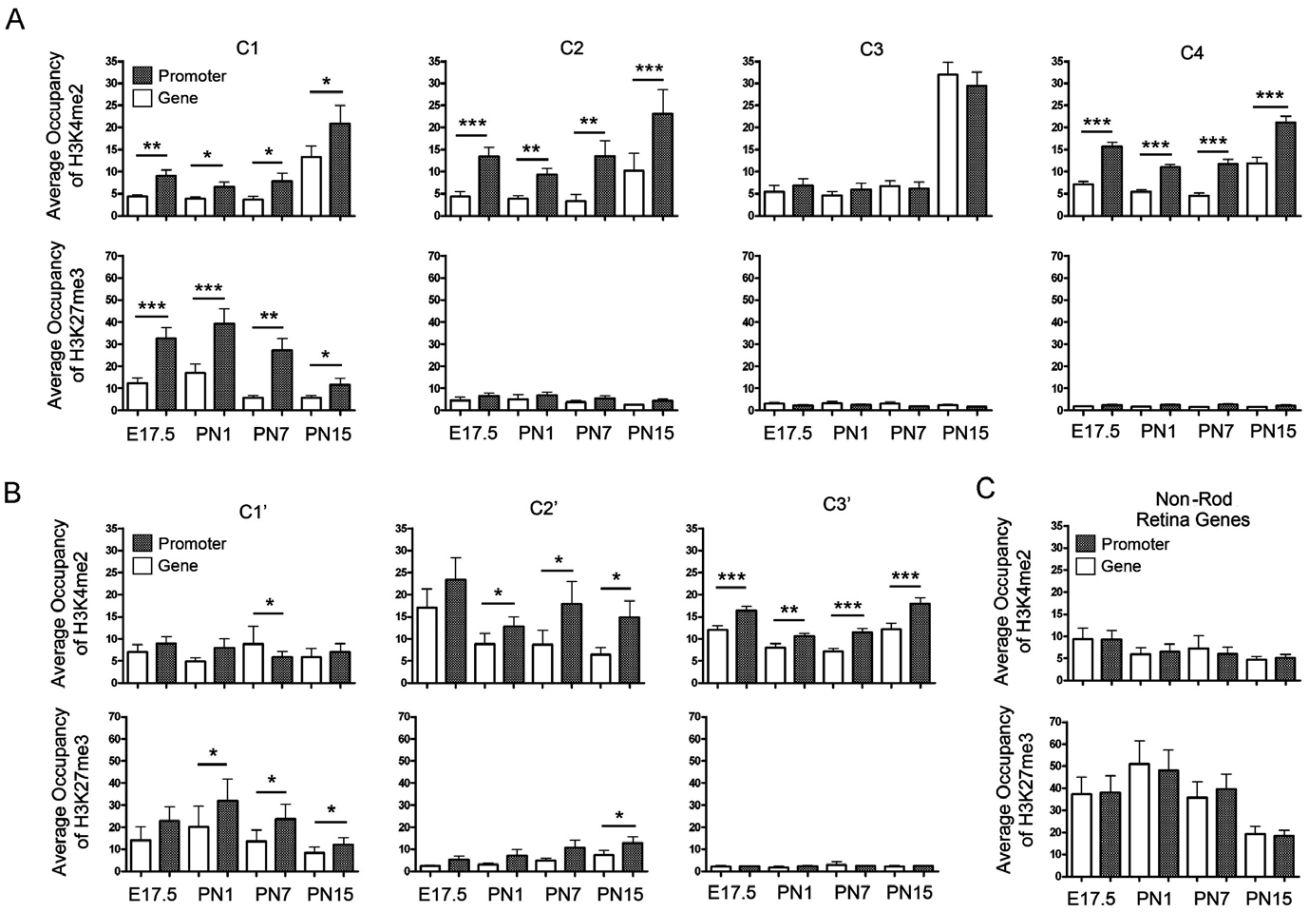
Gene-wide coverage by H3K4me2 and H3K27me3 as a landscape for maintenance of gene activities. (**A**) Comparison of average normalized occupancy per 1 Kb of H3K4me2 (upper panels) and H3K27me3 (lower panels) between promoter region (from −2.5 Kb to TSS) and whole gene body (from TSS to TES) for the clusters from Fig. 4c, C1 to C4 (see Table S12). (**B**) Same comparison as in (**A**) for the clusters from Fig. 4d, C1′ to C3′ (see Table S13). (**C**) Same comparison as in (**A**) for genes specific expression in retina but not photoreceptors (see Table S14). Y-axis is average occupancies for genes in given cluster, where occupancy is (number of reads in an interval×5,000,000 reads×1 kb)/(total number of reads in experiment × length of genome interval in kb).t-Test for two-sample assuming equal variances was done to compare occupancy on promoter and gene body for each stage and * marks those with statistically significant differences: (*) 0.05>*P*>0.01, (**) 0.01>*P*>0.001, (***) *P*<0.001 (see details in Text S1).

## Discussion

During postnatal retinal maturation there is a dramatic change in the pattern of gene expression [21] with downregulation of genes such as those associated with proliferation and an upregulation of genes associated with the terminally differentiated cell types. Our results clearly show that each of the various categories of genes has characteristic epigenetic signatures and that these can be defined by just two histone modifications, H3K4me2 and H3K27me3. These various classes of genes and the changing pattern of histone modifications are represented diagrammatically in Figure 8.

**Figure 8:**
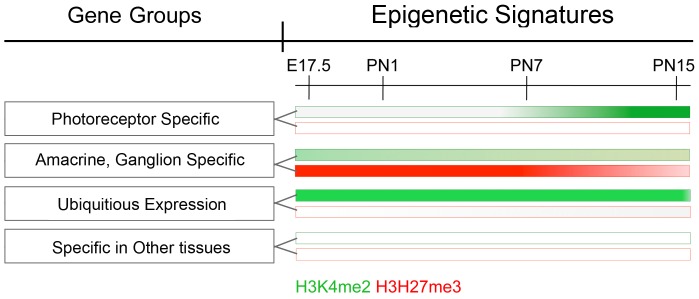
Schematic representation of H3K4me2 and H3K27me3 epigenetic signatures for different gene groups during retina maturation. Four gene groups (left panels), representing photoreceptor specific expression, amacrine/ganglion cell specific expression, ubiquitous expression, and expression specific in other tissues are shown in this scheme. Each gene group has different epigenetic signatures with changing levels of H3K4me2 (green) and/or H3K27me3 (red) accumulation on gene TSS through the retina maturation from E17.5 to PN15. The color intensities represent levels of histone accumulation.

Perhaps our most significant finding was that rod photoreceptor-specific genes had an unambiguous epigenetic signature of a de novo accumulation of H3K4me2 and no H3K27me3. We initially found this by determining the signature around the TSS of a set of genes that we had previously defined as rod-specific or rod-dependent [21]. We then identified this signature among all the genes in the NCBI RefSeq database. This unbiased analysis identified a large gene cluster that included almost all of the genes we know to be rod photoreceptor-specific. Among those genes, BC027072 is the mouse orthologue of recently described disease gene C2ORF71 associated with retinitis pigmentosa (RP) in human [40], [41]. Another gene Gm11744, also known as PRCD, has a defined mutation in human and dog RP [42].For other genes that are less well characterized, a variety of information in expression databases and our qPCR analysis both support our conclusion that this cluster represents a set of rod photoreceptor-specific transcripts. Such epigenetic signatures may be a powerful tool to identify new cell type-specific genes, particularly those that are not expressed at high levels and might be missed by most expression-based methods. Shared promoter sequences, or common transcription factors, have so far failed to identify the whole class of rod photoreceptor-specific genes. The finding of a distinct epigenetic signature for rod photoreceptor-specific genes that is not found in other genes expressed in rods suggests that there is some precise spatial or temporary regulation of the enzymes controlling histone methylation. There is growing evidence for a role of transcription factors in initiating the assembly of complexes that include enzymes capable of modifying histones, but whether these include enzymes creating the modifications examined in this study has yet to be determined. Genome wide ChIP-Seq data for two major retina transcription factors Crx [43] and Nrl [44] is available only for adult retina, so temporary patterns for binding of these factor during development and its correlation with developmental epigenetic changes is subject for future study.

A second group of genes expressed in retinal neurons, but not rods, had low but detectable accumulations of H3K4me2 and much larger accumulations of H3K27me3 (Figure 8). While it is possible that some of the H3K27me3 accumulation may represent repression of these genes in rod photoreceptors, we suspect that much of it is due to crosstalk among the cells of the inner retina because the histological results of Figure 1E showed the highest levels of labeling for H3K27me3 in the inner retina.

During retinal maturation we identified a third group of genes expressed in many cell types that had heavy accumulations of H3K4me2 but no H3K27me3. This is in contrast to the fourth class of genes, those never expressed in retina that had no accumulation of either H3K4me2 or H3K27me3 at any developmental stage. Such a finding may provide a sensitive diagnostic criterion for whether genes are ever expressed in the retina. Similarly, we would predict that rod-specific genes, such as Opsin or Sag, should have no accumulation of either H3K4me2 or H3K27me3 in other tissues. Although there are only limited data in accessible databases, this appears to be the case since in a ChIP-seq analysis of the C2Cl2 myogenic cell line neither the Opsin nor the Sag gene showed any accumulation of either H3K4me2 or H3K27me3 (LICR Histone Track, UCSC Genome Informatics). Similarly, the set of olfactory receptor genes that showed no H3K4me2 or H3K27me3 in our retinal data also had none of these marks in the C2Cl2 cell line. As further data become available it will be possible to test whether our finding can be generalized over many cell types.

Previous studies using cultured cells have suggested that an observed increase in H3K4me2 “premarks” genes for upregulation [14], [45], but in the intact solid tissue we found that the increase in H3K4me2 reached its full magnitude well after the onset of gene expression. In our previous analyses of opsin transcription we found that the increase in opsin RNA could be divided into two phases [21], [46], [47]. The early phase is due to the initial transcription of the gene in an increasing number of rod photoreceptors, and the larger later phase to increased transcription in the final complement of cells.The relatively late H3K4me2 accumulation that we observed at the opsin TSS could correspond to the second phase of upregulated expression, although our methods may not detect accumulation in small populations of rod photoreceptors at early postnatal stages.

It was recently suggested that genes specifically expressed in blood cells displayed high levels of H3K4me2 over the whole gene bodies in addition to the TSS, in sharp contrast to TSS-centered profile typical of housekeeping genes [45], [48]. Our results extend this idea and we propose that the occupancy over the gene body by H3K4me2 or H3K27me3 as well as their promoter is part of the specific epigenetic signatures of tissue or cell specific genes and may reflect possible roles in maintenance of active or repressed state in the end of differentiation.

We also did not find a good temporal relationship between H3K27me3 accumulation and induced gene expression. Although some genes did show an inverse correlation between H3K27me3 accumulation and level of gene expression, others showed falling levels of H3K27me3 during development as the levels of gene expression decreased. This suggests that H3K27me3does not serve as a universal early repressor that is removed at the onset of transcription. This differs from the finding in progenitor - neuron transitions in culture where more than half the upregulated neuron-specific genes lost H3K27me3 marks upon differentiation [14] or in myoblast-myotube transition in culture where a large group of permanently repressed genes maintained the mark throughout myogenesis [49]. Other studies have linked H3K9me2, H3K9me3 and H4K20me3 accumulation with permanent suppression of genes and so it is possible that H3K27me3 is involved in only a specific step of gene suppression rather than serving as a general marker.

In this study we have provided the first example of epigenetic modifications during late development of a solid tissue in vivo. In addition to the developmental patterns seen in wild type tissue, we can observe dramatic changes in the retinas of mutant animals. While many of these may be due to the altered cellular composition in the degenerating tissue, more careful analysis may reveal other and earlier changes indicating effects of the disease on epigenetic patterns in the affected tissue. As similar data become available for other tissues, the combination of gene expression data for specific cell types with modified histone signatures will offer unique insights into the regulation of different gene classes and may lead to a broader understanding of epigenetic codes during organogenesis.

## Materials and Methods

### Mice

All animal experiments were conducted in accordance with NIH and ARVO guidelines and were approved by the Animal Care and Use Committee of Pennsylvania State University School of Medicine (Protocol # 2006-080 and 2009-061). C57BL/6j and *rd1/rd1*-Pde6b-RD1 (*rd1/rd1*) mice [37] were purchased from the Jackson Laboratory (Bar Harbor, ME). The *rd1/rd1* mutant mice were used as rod photoreceptor subtraction control.

### Antibodies and Reagents

Chemicals were purchased from Fisher Scientific (Pittsburgh, PA), unless otherwise noted. Opsin [50] and SVP38 [51] monoclonal antibodies have been described previously. Anti-H3K4me2 (07–030) and anti-H3K27me3 (07–449) were from Upstate (Charlottesville, VA) and were used before for ChIP [13], [52] and passed validation (htt://compbio.med.harvard.edu/antibodies/) [53]. Anti-GFP antibodies were from Santa Cruz. Validated antibodies (Figure S2) were used for ChIP to prepare libraries with IlluminaChIP-Seq analysis.

### Immunohistochemistry

Methods were as previously described [54]. Antigen retrieval was achieved by boiling samples 5 min in 10 mM citrate buffer pH 6.0. Sections were labeled with primary antibodies and secondary antibodies conjugated with FITC (*Molecular Probes*) or Texas Red (*Jackson ImmunoResearch*Inc.). Digital images were recorded using Olympus fluorescence or Olympus FV1000 confocal microscopes.

### Nuclei Isolation for ChIP-Seq and ChIP-qPCR

20 mouse retinas were rapidly isolated and rinsed in PBS on ice. Cell suspensions in PBS were crosslinked with 1% formaldehyde for 15 min at room temperature, followed by quenching with 1 M glycine, incubation on ice for 5 min, and centrifugation for 7 min at 4,000 rpm at 4°C. For nuclei isolation the pellet was resuspended in 1 ml RSB buffer (10 mMNaCl, 3 mM MgCl_2_, 19 mM Hepes, pH 7.5), with 1 mM PMSF, 10 ul protease inhibitors (PI) and 0.5% Igepal CA-630 (Sigma), incubated on ice for 20–30 min and centrifuged at 6,000 rpm for 7 min at 4°C.

For ChIP-Seq, nuclei were resuspended in 1 ml RSB (PMSF+PI) and DNA concentrations measured spectrophotometrically. Micrococcal nuclease (MN) test digestions were carried out to determine the time interval needed to produce predominantly mononucleosomes and this was used for preparative digestion. For preparative micrococcal nuclease digestion, nuclei (0.5 mg/ml DNA) was resuspended in 1 ml RSB, 0.5 mM PMSF, 1 mM CaCl_2_, 2.5 units/ml MN, incubated at 37°C for 45–60 min and terminated by 5 mM EDTA. Nuclei were centrifuged for 7 min at 7,500 rpm, pellet was resuspended in 500 ul L-CHIP buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0), 1 mM PMSF and PI, sonicated twice at setting 3 for 10 sec on Sonic Dismembrator (Fisher Scientific, Model 100). The pellet of mononucleosomes was subjected to ChIP after pre-cleaning by centrifugation at 14,000 rpm for 5 min. Protein concentration was adjusted to 1 mg/ml with L-CHIP buffer. For ChIP-qPCR samples were treated similarly except that sonication to shear DNA to lengths of between 200 and 2,000 bp was used.

### Chromatin Immunoprecipitation

Chromatin was diluted 10 fold in D-CHIP buffer and 5 ug antibody was added and incubated with rotation overnight at 4°C. Simultaneously 30 ul protein A beads (Sigma) slurry were washed 2 times in washing buffer with 9∶1 of D-CHIP (dilution buffer: 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.0, 167 mM NaCl) and L-CHIP, resuspended in the same buffer with 500 ug/ml salmon sperm DNA (Invitrogen) and 100 ug/ml BSA (Invitrogen) and incubated on rotator overnight at 4°C. Beads were washed 2 times with washing buffer, combined with the chromatin/antibody mix and rotated for 2 hours at 4°C. Beads were washed 4 times with 1 ml LS-CHIP buffer (low salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), 1 time with 1 ml HS-CHIP buffer (high salt buffer: 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl) and eluted with 350 ul of E-CHIP buffer (elution buffer: 1% SDS, 0.1 M NaHCO_3_) by rotating at room temp for 10 min. Immunoprecipitate (IP) and 50 ul of input chromatin (Input) were treated with 0.5 mg/ml of Proteinase K (Roche) and RNaseA (Roche) at 37°C for 30 min and uncrossliked at 65°C overnight. DNA was extracted twice with phenol/chloroform, once with chloroform and ethanol precipitated with glycogen (Roche) and sodium acetate. DNA was dissolved in 50 ul water and subjected to qPCR or was used to prepare libraries with IlluminaChIP-Seq DNA Sample Preparation Kit (IP-102-101). Quality and quantity of DNA in ChIP-Seq libraries were validated on Agilent Technologies 2100 Bioanalyzer. Libraries were sequenced on an Illumina Cluster Station and Genome Analyzer at Genomic Resource Center of The Rockefeller University.

### qPCR

Quantitative real-time PCR was done according to Illumina Protocol Guide for qPCR Quantification (Illumina, Cat. # SY-930-1010) using primers listed in Table S15. Triplicate samples were run on an iQ5 Multicolor Real Time PCR Detection System (Bio-Rad).

### Data Preparation

We used program Bowtie (version 0.12.4) to map all sequence reads to the mouse genome NCBI37/mm9. Sequence reads mapped to multiple genomic locations were excluded from subsequent analysis. The mid point of each unique-mapped reads was calculated with the assumption that all fragments are 190 bp in size and were used for subsequent analysis. One Bedfile was created for each sample by counting number of unique-mapped reads in each 100 bp-window along all chromosomes normalized to the total unique-mapped reads in the sample. The final Bedfiles were uploaded to a website, and custom tracks were created in UCSC Genome Browser with links pointing to the real Bedfiles, that were used for specific gene mapping. All sequencing data have been deposited in Gene Expression Omnibus (GEO) data repository under accession number GSE38500.

### Tag Distribution Analysis in Defined TSS Region

To create the tag distribution around the TSS, we downloaded genomic data of RefSeq [35], [55] (http://hgdownload.cse.ucsc.edu/goldenPath/mm9/database/refGene.txt), and counted the number of unique-mapped reads located in TSS +/−5 Kb. Then the number of reads at each position was divided by the number of total reads in their regions. Smoothing function LOWESS in R package was used to calculate a smoothed density curve.

### Detection of Tag Enriched Region in Genome

We applied a Poisson distribution-based model to detect enriched regions. We tested all windows in whole chromosome with pace of 100 bp, windows with p-value below 1.0e-5 were collected as enriched, and overlapping windows were merged into single enriched region. We also tested the same enriched region on anti-GFP control samples and removed those regions from the enriched list if they were also significantly enriched in the GFP positive samples.

### Detection of Tag Enriched Location in Individual Genes

The reads from each experiment were mapped to mouse genome and analyzed with NextGENe software (version 2.10). Bed format files for specific genes were made for promoter area from +2.5 Kb to TSS or for whole body of the gene from TSS to TES and amount of reads were calculated for each genome interval at each developmental stage with NextGENe software. Normalized occupancy for each genome interval = (amount of reads×5,000,000 reads×1,000 Kb)/(whole amount of reads in experiment×length of genome interval in Kb).

### Gene Functional Analysis

The Database for Annotation, Visualization and Integrated Discovery (DAVID [39], [56]) v6.7 web-accessible programs (http://david.abcc.ncifcrf.gov) was used for GO functional analysis. Unigene ID of each gene from specific clusters is inputted into the web-based program each time to obtain gene-GO term enrichments score and p values under a default Searching Algorithm. The EASE Score and Benjamini values are used to evaluate gene functional enrichments.

### Analysis of Genes without H3K4me2 and H3K27me3 Accumulation in Retina

To have a better cutoff for the genes without H3K4me2 and H3K27me3 accumulation, a cluster of the normalized H3K4me2 and H3K27me3 dataset of the E17, PN1, PN7, and PN15 time-points were created using MatLab version R2011b based on Euclidean row distance. The average of the GFP controls (value of 9.12) was used as a background and normalized as an Euclidean distance of 8 dimensions (value of 25.80) to determine the cutoff of the Euclidean row distances indicating genes with no H3K4me2 or H3K27me3 hits.

### Statistical Analysis

Analysis was done with Excel Data Analysis (Microsoft Excel 2007) and GraphPadPrizm 4 software. Cluster analysis [38] was done with Gene Cluster 3.0 software with hierarchical clustering by average linkage and visualized with TreeView version 1.6 (2002).

## Supporting Information

Figure S1 ChIP-Seq verification by classical ChIP. (**A)** Developmental changes of H3K4me2 occupancy for 10 example genes. (**B)** Developmental changes of H3K27me3 occupancy for 10 example genes.
(TIF) Click here for additional data file.

Figure S2 Validation of antibodies used in ChIP-seq. Mouse retinal nuclear proteins (**A**) were separated by SDS-PAGE and each antibody gave only a single band of the expected mobility. The bottom panel (**B**) shows histones stained with Coomassie R250.
(TIF) Click here for additional data file.

Table S1 Total Occupancies +/−2.5 Kb around TSS of genes in NCBI RefSeq.
(XLS) Click here for additional data file.

Table S2 Genes without H3K4me3 and H3K27me3 accumulation on their TSS throughout retina maturation.
(XLS) Click here for additional data file.

Table S3 Genome wide histone modification H3K4me2 and H3K27me3 in the TSS region of all olfactory receptor genes.
(XLS) Click here for additional data file.

Table S4 Histone modification and gene expression profiles for genes up-regulated during retina development (rod dependent).
(XLS) Click here for additional data file.

Table S5 Histone modification and gene expression profiles for genes down-regulated during retina development (cell proliferation enriched).
(XLS) Click here for additional data file.

Table S6 DAVID GO analysis for genes down-regulated during later retina development.
(XLS) Click here for additional data file.

Table S7 DAVID GO analysis for genes up-regulated during later retina development.
(XLS) Click here for additional data file.

Table S8 Gene cluster with the same epigenetic signature as known rod-specific genes identified from whole genome and their expression in retina or eye as defined in the six listed data sources.
(XLS) Click here for additional data file.

Table S9 DAVID GO analysis of the gene functions from Table S8.
(XLS) Click here for additional data file.

Table S10 Genes expressed in retina cell types other than rod photoreceptors.
(XLS) Click here for additional data file.

Table S11 Clustering H3K4me3 and H3K27me3 accumulation at TSS in the genes expressed in retina other than rod photoreceptors throughout retina maturation.
(XLS) Click here for additional data file.

Table S12 Average histone occupancy of H3K4me2 and H3K27me3 in gene promoter region (−2.5 Kb) and whole gene body for up-regulated rod genes in Figure 7A.
(XLS) Click here for additional data file.

Table S13 Average histone occupancy of H3K4me2 and H3K27me3 in gene promoter region (−2.5 Kb) and whole gene body for down-regulated genes in Figure 7B.
(XLS) Click here for additional data file.

Table S14 Average histone occupancy of H3K4me2 and H3K27me3 in gene promoter region (−2.5 Kb) and whole gene body for non-rod retinal genes in Figure 7C.
(XLS) Click here for additional data file.

Table S15 PCR Primers for ChIP-PCR confirmation.
(XLS) Click here for additional data file.

Text S1 (PDF) Click here for additional data file.

# Supplementary material for: Stage and Gene Specific Signatures Defined by Histones H3K4me2 and H3K27me3 Accompany Mammalian Retina Maturation In Vivo
**Source:** PLoS One. 2012 Oct 9;7(10):e46867. doi: 10.1371/journal.pone.0046867
**Supplement:** Text S1

## **Text S1**

### **Materials and Methods**

Mice. All animal experiments were conducted in accordance with NIH and ARVO guidelines and were approved by the Animal Care and Use Committee of Pennsylvania State University School of Medicine (Protocol # 2006-080 and 2009-061). C57BL/6j and *rd1/rd1*-Pde6b-RD1 mice[37] were purchased from the Jackson Laboratory (Bar Harbor, ME).

Antibodies and reagents. Chemicals were purchased from Fisher Scientific (Pittsburgh, PA), unless otherwise noted. Opsin[51] and SVP38[52] monoclonal antibodies have been described previously. Anti-H3K4me2 (07-030) and anti-H3K27me3 (07-449) were from Upstate (Charlottesville, VA) and were used before for ChIP[13,53] and passed validation (<http://compbio.med.harvard.edu/antibodies/>)[54]. Anti-GFP antibodies were from Santa Cruz.

Immunohistochemistry. Methods were as previously described[55]. Antigen retrieval was achieved by boiling samples 5min in 10mM citrate buffer pH6.0. Sections were labeled with primary antibodies and secondary antibodies conjugated with FITC (Molecular Probes) or Texas Red (Jackson ImmunoResearch Inc.). Digital images were recorded using Olympus fluorescence or Olympus FV1000 confocal microscopes.

Nuclei isolation for ChIP-Seq and ChIP-qPCR. 20 mouse retinas were rapidly isolated and rinsed in PBS on ice. Cell suspensions in PBS were crosslinked with 1% formaldehyde for 15 min at room temperature, followed by quenching with 1M glycine, incubation on ice for 5min, and centrifugation for 7min at 4,000 rpm at 4°C. For nuclei isolation the pellet was resuspended

in 1ml RSB buffer (10mM NaCl, 3mM MgCl<sub>2</sub>, 19mM Hepes, pH7.5), with 1mM PMSF, 10ul protease inhibitors (PI) and 0.5% Igepal CA-630 (Sigma), incubated on ice for 20-30 min and centrifuged at 6,000 rpm for 7min at 4°C.

For ChIP-Seq, nuclei were resuspended in 1ml RSB (PMSF+PI) and DNA concentrations measured spectrophotometrically. Micrococcal nuclease (MN) test digestions were carried out to determine the time interval needed to produce predominantly mononucleosomes and this was used for preparative digestion. For preparative micrococcal nuclease digestion, nuclei (0.5mg/ml DNA) was resuspended in 1 ml RSB, 0.5mM PMSF, 1mM CaCl<sub>2</sub>, 2.5units/ml MN, incubated at 37°C for 45-60 min and terminated by 5mM EDTA. Nuclei were centrifuged for 7 min at 7,500rpm, pellet was resuspended in 500ul L-CHIP buffer (1% SDS, 10mM EDTA, 50mM Tris-HCl pH8.0), 1mM PMSF and PI, sonicated twice at setting 3 for 10 sec on Sonic Dismembrator (Fisher Scientific, Model 100). The pellet of mononucleosomes was subjected to ChIP after pre-cleaning by centrifugation at 14,000rpm for 5 min. Protein concentration was adjusted to 1mg/ml with L-CHIP buffer. For ChIP-qPCR samples were treated similarly except that sonication to shear DNA to lengths of between 200 and 2,000bp was used.

Chromatin immunoprecipitation. Chromatin was diluted 10 fold in D-CHIP buffer and 5ug antibody was added and incubated with rotation overnight at 4°C. Simultaneously 30ul protein A beads (Sigma) slurry were washed 2 times in washing buffer with 9:1 of D-CHIP (dilution buffer: 0.01% SDS, 1.1% Triton X-100, 1.2mM EDTA, 16.7mM Tris-HCl pH8.0, 167mM NaCl) and L-CHIP, resuspended in the same buffer with 500ug/ml salmon sperm DNA (Invitrogen) and 100ug/ml BSA (Invitrogen) and incubated on rotator overnight at 4°C. Beads were washed 2 times with washing buffer, combined with the chromatin/antibody mix and rotated for 2 hours at

4°C. Beads were washed 4 times with 1 ml LS-CHIP buffer (low salt buffer: 0.1% SDS, 1% Triton X-100, 2mM EDTA, 20mM Tris-HCl pH8.0, 150mM NaCl), 1 time with 1ml HS-CHIP buffer (high salt buffer: 0.1% SDS, 1% Triton X-100, 2mM EDTA, 20mM Tris-HCl pH8.0, 500mM NaCl) and eluted with 350ul of E-CHIP buffer (elution buffer: 1% SDS, 0.1M NaHCO<sub>3</sub>) by rotating at room temp for 10min. Immunoprecipitate (IP) and 50ul of input chromatin (Input) were treated with 0.5mg/ml of Proteinase K (Roche) and RNaseA (Roche) at 37°C for 30 min and uncrosslinked at 65°C overnight. DNA was extracted twice with phenol/chloroform, once with chloroform and ethanol precipitated with glycogen (Roche) and sodium acetate. DNA was dissolved in 50ul water and subjected to qPCR or was used to prepare libraries with IlluminaChIP-Seq DNA Sample Preparation Kit (IP-102-101). Quality and quantity of DNA in ChIP-Seq libraries were validated on Agilent Technologies 2100 Bioanalyzer. Libraries were sequenced on an Illumina Cluster Station and Genome Analyzer at Genomic Resource Center of The Rockefeller University.

qPCR. Quantitative real-time PCR was done according to Illumina Protocol Guide for qPCR Quantification (Illumina, Cat. # SY-930-1010) using primers listed in Supplemental Material (Supplementary Table 15). Triplicate samples were run on an iQ5 Multicolor Real Time PCR Detection System (Bio-Rad).

Data preparation. We used program Bowtie (version 0.12.4) to map all sequence reads to the mouse genome NCBI37/mm9. Sequence reads mapped to multiple genomic locations were excluded from subsequent analysis. The mid point of each unique-mapped reads was calculated with the assumption that all fragments are 190bp in size and were used for subsequent analysis.

One Bedfile was created for each sample by counting number of unique-mapped reads in each 100bp-window along all chromosomes normalized to the total unique-mapped reads in the sample. The final Bedfiles were uploaded to a website, and custom tracks were created in UCSC Genome Browser with links pointing to the real Bedfiles, that were used for specific gene mapping.

Tag distribution analysis in defined TSS region. To create the tag distribution around the TSS, we downloaded genomic data of RefSeq [35,56] (<http://hgdownload.cse.ucsc.edu/goldenPath/mm9/database/refGene.txt>), and counted the number of unique-mapped reads located in TSS +/-5Kb. Then the number of reads at each position was divided by the number of total reads in their regions. Smoothing function LOWESS in R package was used to calculate a smoothed density curve.

Detection of tag enriched region in genome. We applied a Poisson distribution-based model to detect enriched regions. We tested all windows in whole chromosome with pace of 100bp, windows with p-value below  $1.0e-5$  were collected as enriched, and overlapping windows were merged into single enriched region. We also tested the same enriched region on anti-GFP control samples and removed those regions from the enriched list if they were also significantly enriched in the GFP positive samples.

Detection of tag enriched location in individual genes. The reads from each experiment were mapped to mouse genome and analyzed with NextGENe software (version 2.10). Bed format files for specific genes were made for promoter area from +2.5Kb to TSS or for whole body of

the gene from TSS to TES and amount of reads were calculated for each genome interval at each developmental stage with NextGENe software. Normalized occupancy for each genome interval  $= (\text{amount of reads} \times 5,000,000 \text{ reads} \times 1,000\text{Kb}) / (\text{whole amount of reads in experiment} \times \text{length of genome interval in Kb})$ .

DAVID analysis. The Database for Annotation, Visualization and Integrated Discovery (DAVID[39,57]) v6.7 web-accessible programs (<http://david.abcc.ncifcrf.gov>) was used for GO functional analysis. Unigene ID of each gene from specific clusters is inputted into the web-based program each time to obtain gene-GO term enrichments score and p values under a default Searching Algorithm. The EASE Score and Benjamini values are used to evaluate gene functional enrichments.

Analysis of genes without H3K4me2 and H3K27me3 accumulation in retina. To have a better cutoff for the genes without H3K4me2 and H3K27me3 accumulation, a cluster of the normalized H3K4me2 and H3K27me3 dataset of the E17, PN1, PN7, and PN15 time-points were created using MatLab version R2011b based on Euclidean row distance. The average of the GFP controls (value of 9.12) was used as a background and normalized as an Euclidean distance of 8 dimensions (value of 25.80) to determine the cutoff of the Euclidean row distances indicating genes with no H3K4me2 or H3K27me3 hits.

Statistical analysis was done with Excel Data Analysis (Microsoft Excel 2007) and GraphPad Prism 4 software. Cluster analysis[38] was done with Gene Cluster 3.0 software with hierarchical clustering by average linkage and visualized with TreeView version 1.6 (2002).

How the deposited data were processed for this re-analysis (not part of the article)

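H3K4me2 and H3K27me3 were measured by ChIP-Seq in retinas of wild type mice at E17.5, PN1, PN7 and PN15, with 1 library for each mark and stage. The paper describes 20 retinas for the isolation of nuclei. The authors mapped the reads with Bowtie 0.12.4 to the mouse genome (mm9), removed reads with several positions, assigned read midpoints with an assumed fragment of 190 bp, and summed them within 2.5 kb of each RefSeq TSS. The deposited values are scores, namely these sums normalized by the authors to the total mapped reads of each library (normalized occupancy) and rounded by them to whole numbers. They are not read counts, so no count model was used. The deposited table holds 25152 gene entries of 20045 symbols in 8 columns, 1 for each library. The column of H3K27me3 at PN7 carries a letter b after the mark. Of the 10 samples of the series, 2 have no column in it, the H3K4me2 library of rd1/rd1 retinas and the anti-GFP control. Comparisons with rd1/rd1 at the claims were left out for that reason, and the anti-GFP background was taken from the values that the paper reports (mean 9.12, cutoff 25.80) and from the entries of Table S1 used here (1991 entries, 2 chromosomes, mean 9.53, median 8.32, 95th percentile 15.7, 99th percentile 35.2). The quantitative PCR, the immunofluorescence and the occupancy over gene bodies were not analysed here.

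In Table S1 the values of each library are whole multiples of a fixed step, which was taken as the value of 1 read. Between 1 and 16.8 reads stood for a normalized occupancy of 1, and an occupancy of 3 reads, set here as a floor, was between 0.179 and 3.00. Counting intervals are exact Poisson 95% intervals from these read numbers. They cover counting error only. No condition had a second library, so neither replicate error nor a p-value between animals was available.

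Symbols that a spreadsheet had turned into dates (25 entries) were read back as gene symbols where the date allowed it, and symbols of the paper's lists were matched by name or by alias. A gene with several entries was represented by the entry with the largest sum over the 8 libraries. A gene entry was taken to have neither mark when the Euclidean length of its 8 values was at most the authors' cutoff. For a single mark the same mean anti-GFP value gave a threshold of 18.24 on the length of 4 values. Shares over genes carry Wilson 95% intervals. Changes between stages are log2 ratios with a pseudocount of 1. The median of a gene list was set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest in the mean of the 2 libraries, and a median below percentile 2.5 or above percentile 97.5 was called outside the matched lists. The up- and down-regulated genes were clustered by average linkage on Euclidean distances and compared with the paper's clusters by the adjusted Rand index, and the genes of each cell type of Table S11 were divided into 2 clusters in the same way. The rod signature was an H3K4me2 value at PN15 of at least 3 times the larger of E17.5 and PN1 and of at least 36.48 (4 times the mean anti-GFP value), with an H3K27me3 length at most the single-mark threshold. The planned filter on the anti-GFP value of each gene was not applied, since that column was not in the deposited table.

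Genes were named by a rule: every gene that the paper names in its text or legends, the 10 symbols with the most H3K4me2 at PN15 among those with the rod signature outside Table S8, and the genes with the largest changes in rd1/rd1, which could not be ranked. Not every gene that this rule covers is reported here. Coordinates are those of the gene annotation of mm9, and TSS windows of 5 kb were aligned to the genome to find near-identical copies (at least 99% identity over at least 50% of the window). For the entries of Table S1, 89.6% of the annotated TSS lay within 2.5 kb of the authors' TSS, so for some genes the annotated window is not the window of the occupancy. The alternatives tried were other background values (the median and the 95th and 99th percentiles of anti-GFP), a pseudocount of 5, libraries rescaled to the same median, the mean over the entries of a gene, other distances, log2 values or linkage in the clustering, and other limits in the signature.

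The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and minimap2 2.31-r1302, bedtools 2.31.1 and samtools 1.23.1 for the genome. The steps were tested on simulated data with 20 genes per list and a simulated change of 4-fold. Of 10 lists of changed genes 10 lay outside the matched lists, as did 8 of 200 lists of unchanged genes.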

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

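The genes of this part were found outside Table S8 or, for the most part, outside Table S4, Table S5 and Table S11, and the tests chosen only after the result was seen are the correction of the H3K27me3 change for GC content and the rescaling of PN15 on the entries without either mark, the sum or the 99th percentile.

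Of the 38 gene symbols with the rod signature, 3 are not in Table S8. 1810009A15Rik had H3K4me2 occupancies of 68, 59, 36 and 207 at E17.5, PN1, PN7 and PN15, Phf1 had 28, 21, 41 and 87, and 2210404O07Rik had 19, 12, 24 and 67. Their H3K27me3 lengths were 12.9, 13.2 and 16.3. The level of 36.48 that the signature requires at PN15 is itself above the 99th percentile of the anti-GFP values in Table S1 (35.2), so that percentile gives no further support. They have no error beyond counting, since there is 1 library per stage. A TSS window shared with a gene of Table S8 was tested by distance, and 0 of the 3 had a TSS within 5 kb of one. Reads shared with near-identical copies of the window were tested by alignment, and 0 of the 3 windows had such a copy. Normalization of the H3K4me2 libraries was tested by rescaling each library to the same median, after which 1 of the 3 genes, 2210404O07Rik, kept the signature, with a rise of 3.44-fold in place of 3.53-fold. The rise of 1810009A15Rik went from 3.04-fold to 2.28-fold and that of Phf1 from 3.11-fold to 2.70-fold, both below the limit of 3-fold. For these 2 genes the signature depends on the scaling of the libraries, and they cannot be told apart from genes just under the limit. A candidate explanation for 2210404O07Rik is the late H3K4me2 that the paper describes for rods, but normalization also moved its value, and nothing here shows in which cells it is marked.

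H3K27me3 rose from E17.5 to PN15 by at least 3-fold, to at least 36.48 (4 times the mean anti-GFP value), in 293 of 20045 gene symbols. This rule was chosen after the data were seen, and 517 symbols met its mirror image from PN15 to E17.5. From E17.5 to PN1 the same rule gave 4 symbols and from E17.5 to PN7 it gave 183. The medians of the 293 genes were 13, 17, 43 and 66 at the 4 stages, and in 184 H3K27me3 fell between no successive stages. The lists of up- and down-regulated genes hold 11 of them, with 1 in Table S4 and 10 in Table S5, and 6 are in C2′, for which the paper describes rising H3K27me3 and falling H3K4me2. Another 9 are in Table S11. The largest PN15 values, named after they were seen, were those of Igf2bp1 (16 at E17.5 and 236 at PN15), Tbx3 (54 and 209), Sox2 (26 and 182) and Pax6 (4 and 178). Over these genes the median log2 change in H3K4me2 was −0.42, against 0.19 in lists matched on H3K4me2 and below all 10000 of them, and 243 of 293 lay below the median over all gene symbols.

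Rescaling each H3K27me3 library to the same median left 283 of the 293 genes with the rise, but the library medians are nearly equal (10 at E17.5 and at PN15), so this could not tell whether normalization is the source. A higher background in the H3K27me3 library of PN15 was tested by rescaling PN15 to E17.5 on the entries without either mark, whose medians were 7 at E17.5 and 9 at PN15. After this 162 of the 293 genes kept the rise. A single factor of 0.778 takes genes near the limits of the rule below them, so the loss of the others does not show the background as a cause. The background medians differ by 2 units, and the smallest rise among the 293 genes was 25 units. A smallest rise of this size follows from the limits of the rule, so it is not a separate test of the background. Rescaling on the sum or on the 99th percentile of all entries, which are lower at PN15, multiplies PN15 by more than 1 and can only keep the genes. The rule then found 642 symbols on the sum and 2372 on the 99th percentile, so the count of rising genes depends on the scaling. Reads shared with near-identical copies of the TSS window were found for 3 of the 288 genes with an annotated window. The GC content of the windows had a median of 52.0%, against 49.6% in lists matched on H3K27me3, at percentile 100 of those lists. After the median change of symbols of similar GC content was subtracted, 286 of the 288 genes were at or above 3-fold on values with 1 added, against 278 before, so a shift with GC content does not account for the rise. For some genes the annotated window is not the window of the occupancy, which limits the tests of copies and GC content. In the PN7 library 287 of the 293 genes were above their E17.5 value, but the rule chose genes with a low E17.5 value, which favours this. The rule uses neither PN1 nor PN7, and the median of the 293 genes was 17 at PN1 and 43 at PN7. Over all gene symbols it was 10 and 9. A fault of the PN15 library alone thus does not account for the whole of the rise. A difference in the composition of the retina between the stages was not tested. H3K27me3 gained at genes whose H3K4me2 mostly falls behind that of other genes as the retina matures is a hypothesis that may fit these values. Not all of the 293 genes lost H3K4me2, and the composition of the retina is left open.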

How the results depend on the processing

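No test in this part was chosen after its result was seen, but 33 of the alternatives were. The comparisons of the whole lists of up- and down-regulated genes and their alternatives, the entry of a gene nearest to the values of Table S4 or Table S5, and any entry of a gene for the rod signature were chosen after seeing the data. The remaining choices were made before the data were examined. Of 95 alternatives set at that time 73 were run. The 22 not run were the 21 alternatives of the 3 comparisons with rd1/rd1, whose library has no column in the deposited table, and the rod signature without a filter on the anti-GFP value, which has none either. No paired analysis was possible because each condition had 1 library.

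The 18 changes of gene lists between E17.5 and PN15 kept their direction relative to matched lists, and their place inside or outside the central 95% of those lists, under all 72 alternatives (a pseudocount of 5, rescaled libraries, the mean over the entries of a gene, and the entry nearest to the paper's tables). H3K4me2 ranged from 2.44 to 2.83 in C3, from 1.67 to 1.83 in C1, from 0.39 to 0.42 in C4 and from −1.42 to −1.30 in C2′. H3K27me3 ranged from −1.90 to −1.83 in C1, from 1.69 to 1.86 in C2′ and from 0.13 to 0.19 in C3′, the last at percentiles 95.0 to 97.2. The change in C4 was the nearest to the limit, with H3K4me2 at percentiles 97.8 to 98.9. In all, 17 of the 73 moved a result by more than its limit, and 56 did not, nor did any of the 33 chosen later.

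The counts that rest on the anti-GFP background each moved under at least 1 other background value. With every value at or below the 99th percentile of anti-GFP, 7945 entries had neither mark in place of 4526, 100% of olfactory receptors had no H3K4me2 in place of 99.9% and 96.8% had no H3K27me3 in place of 64.02%. With the 95th percentile the entries without either mark were 6797. With the median anti-GFP value 54.4% of the receptors had no H3K27me3. The rod signature was found in 38 symbols, in 82 with every H3K27me3 value at or below the 99th percentile, in 178 with a rise of at least 2-fold and in 127 by correlation with C3. All 38 symbols were among the 178 and among the 82, and 35 of them among the 127. A rise of 4-fold (28), a lower level at PN15 (46), rescaled libraries (26) and any entry of the gene (48) stayed within 1.5 times the count. The cause of these changes was not tested.

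The adjusted Rand index moved with the distance. With the uncentred correlation it was 0.518 for the up-regulated genes in place of 0.328, and 0.918 for the down-regulated genes in place of 0.256. Log2 values gave 0.603 for the down-regulated genes. Complete linkage moved neither index beyond its interval. For the cell types, an H3K27me3 length above the single-mark threshold gave 20 bipolar, 14 horizontal, 46 amacrine and 26 ganglion cell genes in place of 3, 5, 9 and 14. Log2 values gave 5 bipolar and 46 amacrine cell genes. The cause was not tested.

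The depth limits what can be said at low occupancy. A value of 3 reads was 3.00 in the H3K4me2 library of PN15 and 0.179 in that of PN7, so values of a few units at PN15 rest on a few reads.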

Differences from the paper's values

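No test in this part was chosen after its result was seen. The rod signature was found in 38 gene symbols, against the paper's 113. Of the alternatives set before the data were examined, every H3K27me3 value at or below the 99th percentile of anti-GFP gave 82 and a correlation of at least 0.95 with the profile of C3 gave 127, both within 1.5 times the paper's count. A rise of at least 2-fold (178) or 4-fold (28), a lower level at PN15 (46) and rescaled libraries (26) did not close the gap.

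In the clustering of the cell type genes, the cluster with the higher H3K27me3 held 3 bipolar cell genes, against the paper's 16 in Table S11, 5 horizontal cell genes, against the paper's 10, 9 amacrine cell genes, against the paper's 19, and 14 ganglion cell genes, against the paper's 22. Of the alternatives set before the data were examined, an H3K27me3 length above the single-mark threshold closed the gap for bipolar (20), horizontal (14) and ganglion cells (26) and not for amacrine cells (46). Log2 values closed it for ganglion cells (20) and not for bipolar (5), horizontal (5) or amacrine cells (46). The paper names no distance for these clusters, and the uncentred correlation was not run for the cell types. Whether the gap comes from the distance is thus open.

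The values of this paragraph lay within 1.5 times of the paper's. The share of olfactory receptors without H3K27me3 was 64.02% (95% interval 61.0% to 66.9%), against the paper's 94%. Nearly the same genes were counted in both, so an interval over genes does not measure this gap. The remaining 36.0% of the receptors were above the threshold. The rule that every value be at or below the 99th percentile of anti-GFP gave 96.8% without H3K27me3. The deposited table gave 4526 entries without either mark, against the paper's 4527. The largest cluster of down-regulated genes held 96.6% of them, where the paper gives over 80%, and the uncentred correlation gave 84.7%.

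In some statements of the paper about genes, rankings or directions the values here differ. The paper states that no olfactory receptor gene has H3K4me2, and Olfr1033 was above the single-mark threshold, with 11, 13, 3 and 10 at the 4 stages. With every value at or below the 99th percentile of anti-GFP no receptor was called. The paper states that Il4 has neither mark, and the length of its 8 values was 27.0, above the cutoff of 25.80. With the 99th percentile rule Il4 has neither mark, as its highest value was 18. The paper states that Olfr631 has no H3K27me3, and its H3K27me3 length was 18.5, just above the single-mark threshold of 18.24, with its highest value of 11 under the 99th percentile. The paper states that C3 and C4 have no H3K27me3 and C3′ none of note, and the H3K27me3 length was above the threshold in 15 of 23, 34 of 74 and 33 of 98 genes. By the 99th percentile rule these were 2, 7 and 8 genes. The threshold is set at the mean background, and 57.7% of all gene symbols lay above it. A length slightly above it thus does not by itself show H3K27me3. The paper states that the genes of Table S8 lack H3K27me3, and 59 of 113 were above the threshold and 12 by the 99th percentile rule.

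The paper describes the H3K4me2 of C4 as lower than that of C3, and the median of C4 was higher at E17.5 (68 against 15), PN1 (46.5 against 15) and PN7 (47 against 24) and lower at PN15 (98.5 against 107). The paper separates C3 from C4, and all 97 genes of the 2 clusters fell in a single cluster here. With the uncentred correlation, 94 genes of C3 and C4 shared a cluster. The paper places all genes specific to a single cell type in the high H3K27me3 cluster, and Atoh7 is in the low cluster in the paper's Table S11 and in the clustering here, where Dlx2 and Calb1 were also in the low cluster. On log2 values all 11 genes were in the high cluster, which for amacrine cells then held 46 of 50 genes.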

Other observations

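Of the tests in this part, the test of near-identical genome copies for values of 0 at PN7 was chosen only after the result was seen.

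Both PN7 libraries were listed at 0 for 454 gene symbols, 420 of them with an annotated TSS window. Among the 320 symbols whose window has a near-identical copy elsewhere in the genome, 79.1% were at 0 in both PN7 libraries, against 0.871% of the 19183 symbols without one. In the H3K4me2 libraries 90.9% of the windows with a copy were at 0 at PN7 and 9.69% or less at the other stages. Among windows without a copy 18.4% were at 0 at PN7 and 2.63% or less at the other stages. These were 3528 windows at PN7, against 291 with a copy. Fewer reads in the PN7 libraries were also tested. Among single-copy symbols of similar occupancy in the other 6 libraries 2.81% were at 0 in both PN7 libraries, and the PN7 library of H3K4me2 has the most reads per unit of occupancy. A candidate explanation for the windows with a copy is that reads with several positions were removed from the PN7 libraries and kept in the others. It does not cover the windows without a copy, which hold most of the H3K4me2 values of 0 at PN7. For H3K4me2, rounding makes the shares at 0 unlike. With 1 read at 0.0595, a 0 at PN7 can hold several reads. In the other H3K4me2 libraries 1 read was 0.536 or more and is listed as 1. Such a 0 at PN7 thus does not show a window without reads. For windows with a copy, a change that involves PN7 may be technical. No biological explanation was tested. The annotated TSS lay within 2.5 kb of the authors' TSS for 89.6% of the entries of Table S1, which limits the tests of copies and of CpG content. None of the genes named by the paper and given with coordinates here has such a window.

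The lack of H3K27me3 at 2 groups of genes was set against the CpG content of their TSS windows, since H3K27me3 might be low wherever CpG content is low. For the 110 genes of Table S8 with a window, the median H3K27me3 length was 18.6, against 23.1 in random lists matched on the CpG ratio, at percentile 0.68. For 961 olfactory receptors it was 15.8 against 19.7, at percentile 0. CpG content alone did not account for the low H3K27me3 of the receptors. The genes of Table S8 were chosen by the authors for their lack of H3K27me3, so for them the low median follows from that choice and CpG content cannot be told apart from it. No biological explanation was tested for either group.

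The entries of Table S1 used here also give the paper's H3K4me2 values for rd1/rd1 retinas at PN30. Over 1582 symbols the median log2 change in these values from PN15 wild type to rd1/rd1 was −0.48, and the summed occupancy in rd1/rd1 was 0.621 times that at PN15. The 11 genes of Table S8 in these entries had a median of −1.97, against −0.67 in matched lists and below all of them (percentile 0), and 10 of the 11 were lower, so a difference between the 2 libraries at most genes does not account for the whole of that fall. These genes were chosen by the authors for a high value in the PN15 library, and how much of the fall follows from that choice was not tested. Of the 123 up-regulated genes, only 12 are in these entries. Their median was −0.88, against −0.88 in matched lists (percentile 48.8). The fall of these 12 was no larger than that of genes of similar occupancy, as a difference between the 2 libraries at most genes would give. It says nothing about the up-regulated genes outside these entries. Each condition has 1 library, and age and genotype differ together between them.

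Of the genes of Table S4 and Table S5, 25 have values that differ by more than 1 in some library from every deposited entry of their symbol, 22 of them in Table S4. Values of another gene's TSS listed under the symbol were tested, and for 3 of the 25 an entry of another symbol lay within 1 in all 8 values (Atp6v0c for Ankrd33, Pkd2l2 for Pkd2 and Cdh29 for Cdh2, named after the values were seen). For the other 22 no such entry was found.

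The change in H3K27me3 depended on its level. Of the symbols with a mean of E17.5 and PN15 of at least 200, all 582 were lower at PN15, with a median log2 change of −1.24. With a mean of 100 to 200 the median was −1.02, with a mean of 50 to 100 it was −0.43 and below 20 it was 0.00. The 99th percentile of H3K27me3 over all entries was 449 at E17.5 and 202 at PN15, while the median of entries without either mark was 7 at E17.5 and 9 at PN15.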
